# Dysregulation of miR-21-associated miRNA regulatory networks by chronic ethanol consumption impairs liver regeneration

**DOI:** 10.1152/physiolgenomics.00113.2021

**Published:** 2021-11-19

**Authors:** Austin Parrish, Ankita Srivastava, Egle Juskeviciute, Jan B. Hoek, Rajanikanth Vadigepalli

**Keywords:** alcoholic liver disease, hepatic stellate cells, liver regeneration, microRNA networks

## Abstract

Impaired liver regeneration has been considered as a hallmark of progression of alcohol-associated liver disease. Our previous studies demonstrated that in vivo inhibition of the microRNA (miRNA) miR21 can restore regenerative capacity of the liver in chronic ethanol-fed animals. The present study focuses on the role of microRNA regulatory networks that are likely to mediate the miR-21 action. Rats were chronically fed an ethanol-enriched diet along with pair-fed control animals and treated with AM21 (anti-miR-21), a locked nucleic acid antisense to miR-21. Partial hepatectomy (PHx) was performed and miRNA expression profiling over the course of liver regeneration was assessed. Our results showed dynamic expression changes in several miRNAs after PHx, notably with altered miRNA expression profiles between ethanol and control groups. We found that in vivo inhibition of miR-21 led to correlated differential expression of miR-340-5p and anticorrelated expression of miR-365, let-7a, miR-1224, and miR-146a across all sample groups after PHx. Gene set enrichment analysis identified a miRNA signature significantly associated with hepatic stellate cell activation within whole liver tissue data. We hypothesized that at least part of the PHx-induced miRNA network changes responsive to miR-21 inhibition is localized to hepatic stellate cells. We validated this hypothesis using AM21 and TGF-β treatments in LX-2 human hepatic stellate cells in culture and measured expression levels of select miRNAs by quantitative RT-PCR. Based on the in vivo and in vitro results, we propose a hepatic stellate cell miRNA regulatory network as contributing to the restoration of liver regenerative capacity by miR-21 inhibition.

## INTRODUCTION

Alcohol-associated liver disease (ALD) is a major health concern and one of the leading causes of chronic liver disease, eventually leading to the development of cirrhosis and hepatocellular carcinoma (1, 2). Although the liver is normally capable of restoring its baseline mass and function following severe injury, the regenerative capacity of the liver is significantly decreased by chronic ethanol consumption, due to complications arising from hepatitis, fibrosis, and improper hepatocyte proliferation (2). Transcriptomic approaches to understanding these changes in liver physiology have revealed reprogramming of multiple molecular systems, suggesting the necessity of a systemic approach to better understand alcohol-associated liver disease (3, 4). Of particular interest are the observed changes in hepatic stellate cell (HSC) signaling networks, which can lead to the transition between multiple functional cell states such as quiescent (baseline) and activated (antiproliferative, profibrotic). Regulation of the signaling resulting in shifts to these states, and thus overall HSC function, has significant implications for the regenerative capacity in the liver. Recent studies have shown microRNA (miRNA) to be a particularly important regulatory mechanism for the control of cell function and may play a significant role in the transition between cell states. miRNAs are a class of small, noncoding RNAs ∼22 nucleotides in length that are involved in post-transcriptional regulation of a wide variety of processes critical for normal cell function, such as development, cell differentiation, cell proliferation, and cell death (5–7). Previous research has investigated the critical role of miRNA dysregulation in multiple disease states across organ systems, including liver-specific diseases such as infection with hepatitis B or C viruses (HBV/HCV) and hepatocellular carcinoma (HCC) (7). However, the majority of these studies focused only on a small number of miRNAs and offered little insight into the dynamics of their expression levels. There remains, therefore, a dearth of knowledge regarding the precise role and function of miRNAs in the context of ALD. Previous work by our laboratory and others has identified several miRNAs to be key regulators of liver regeneration, such as miR-21, whose role in liver regeneration and liver disease has been well studied both in vivo and in vitro with a significant role in HSC activation via the TGF-β signaling pathway (8–12). We have previously shown that chronic ethanol (EtOH) consumption in rats leads to an elevated expression of miR-21 in post-partial hepatectomy (PHx) relative to pair-fed control animals. To our knowledge, complex expression dynamics of miRNA during liver regeneration has not been examined in depth. In this study, we sought to characterize global miRNA expression patterns in the rat liver for both control and ethanol-fed animals before and after 70% PHx, including nonparenchymal cell signatures.

## MATERIALS AND METHODS

### Animal Model

All animal experiments were carried out in accordance with protocols approved by the Thomas Jefferson University Institutional Animal Care and Use Committee. Male Sprague–Dawley rats (Charles River, Wilmington, MA), between the ages of 8 and 14 wk were pair-fed an isocaloric liquid diet according to the Lieber–DeCarli protocol (13) for 6–8 wk, in which 36% of total calories came either from ethanol (EtOH) or from carbohydrates (CHO; maltose-dextran) in control animals (Bio-Serv, Frenchtown, NJ). Animals were maintained on a 12:12-h light-dark cycle. Liver damage was induced by a 70% partial hepatectomy (PHx) surgery in which the left lateral and medial lobes were removed following anesthetization with isoflurane. Livers were allowed to regenerate for 6, 24, or 72 h before the remaining liver was excised. Total RNA from each sample was extracted from frozen liver samples using an Animal Tissue RNA Purification Kit (Norgen Biotek, Thorold, ON, Canada).

### In Vivo Inhibition of miR-21

Rats were injected with 7.5 mg/kg ip of locked nucleic acid (LNA) oligonucleotide probe antisense to miR-21 (Exiqon, Vedbaek, Denmark) in 1 mL of saline. These anti-miR-21 (AM21) injections were given at two time points—one 72 h before surgery and one immediately following PHx surgery. Control animals were either left untreated or injected intraperitoneally with 1 mL of saline.

### Cell Culture and Treatments

The LX-2 human HSC line was obtained from Millipore Sigma (Burlington, MA). LX-2 cells were cultured in Dulbecco’s modified Eagle’s media (DMEM) (Gibco, Waltham, MA) supplemented with 1% fetal bovine serum (FBS) (Gibco) and 100 U/mL penicillin and 100 U/mL of streptomycin (Gibco) at 37°C, 5% CO_2_. LX-2 cells were seeded at 3.5 × 10^5^ cells/well in a six-well culture plate. The cells were starved and transfected at 80% cell confluence with one of anti-miR hsa-miR-21-5p miRCURY LNA miRNA Power Inhibitor 5′ FAM-labeled (Qiagen, Hilden, Germany). All treatments were performed using 50 nM LNA for 72 h following the manufacturer’s protocol. Cell stimulation with TGF-β (Peprotech, Rocky Hill, NJ) was carried out at 5 ng/mL for 48 h. The cells were harvested using Qiazol (Qiagen) for RNA isolation.

### NanoString nCounter Array

Purified RNA from rat livers was assayed using NanoString’s in-house services against a list of 420 well-characterized rat miRNAs. Raw counts were normalized first by Trimmed Mean of M values (TMM) normalization using the “edgeR” package version 3.34.1 as developed for the R programming language (14), followed by voom transformation (15) using the “limma” package version 3.48.3 (16) to convert counts to log-cpm. Differential expression analysis was performed using “limma” with log-cpm values (17). Data are available at Gene Expression Omnibus (GEO) accession ID GSE171438. Pair-wise Pearson correlation coefficients between miRNAs were calculated based on the normalized expression data using the *cor* function available in the base package of the R software version 3.6.

### RNA Isolation and Real-Time Quantitative PCR Analysis

For quantitative real-time PCR analysis, RNA was isolated using miRNeasy Mini Kit (Qiagen). For quantification of miRNA expression, 10 ng of total RNA was used, and cDNA was synthesized using TaqMan Advanced miRNA cDNA Synthesis Kit (Thermo Fisher, Waltham, MA). Real-time PCR analysis was performed to measure the miRNA expression levels using TaqMan Fast Advanced Master Mix and Taqman primers with conditions (enzyme activation: 95°C for 20 s; 40 PCR cycles of denaturation: 95°C for 1 s; annealing and extension: 60°C for 20 s). Target micro-RNA expression was normalized using three endogenous miRNAs (hsa-miR-99b-5p, hsa-miR-23a-3p, and hsa-miR-100-5p). Relative expression of miRNA was analyzed using the ΔΔcomparative threshold (CT) method. The statistical significance was performed using GraphPad Prism unpaired *t* test, and values are means ± SE (*n* = 4), ****P < 0.0001, ***P < 0.001, and **P < 0.01.

### Immunofluorescence Staining

LX-2 cells were cultured on eight-well chamber slides at a confluence of 10 × 10^3^ cells. After LNA transfection and TGF-β stimulation, the cells were fixed in 4% paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA) for 20 min and washed with 1× PBS (Fisher Bioreagents), two washes for 5 min each. The cells were blocked using 5% normal goat serum (ab7481; Abcam, Cambridge, MA) for 1 h. All steps including fixation and blocking were done at room temperature. Blocking was followed by overnight incubation at 4°C followed by three washes of 1× PBS at 5-min intervals each. The primary antibody targeted alpha smooth muscle actin (αSMA) (M085101, Agilent, Santa Clara, CA) used at 1:50 dilution. The antibody was chosen based on previously published literature regarding hepatic stellate cell activation comparing primary HSCs isolated from male Wistar rats cultured over 7 days; quiescent cells showed no α smooth muscle actin expression, whereas activated cells showed high levels (18). The secondary antibody was used at 1:500 dilutions, goat anti-mouse IgG Alexa Fluor 488 (ab150117, Abcam). The fixed cells were incubated with secondary antibodies for 1 h 45 min at room temperature followed by three washes of 5 min each with 1× PBS. After secondary antibody incubation, DAPI (D9542; Sigma-Aldrich) was applied and allowed to incubate for 15 min followed by three washes of 5 min each. ProLong Diamond Antifade (Life Technologies) solution was applied, and the slides were mounted with coverslips. Prior to microscopic imaging, slides were cured at room temperature overnight. Images were acquired using a Zeiss LSM 780 mounted on a Zeiss Axio Observer inverted microscope. Images were acquired using a Zeiss LSM 780 mounted on a Zeiss Axio Observer inverted microscope. Zeiss ZEN 2011 software package associated with the LSM 780 was used to set the image acquisition parameters and capture images. Laser emission at wavelengths of 405 nm and 488 nm were used for image acquisition to capture DAPI and the secondary antibody against α smooth muscle actin, respectively. Prior to the image acquisition, the range of the accepted signal levels (i.e., zero and saturation parameters) were set using the range indicator function built into the Zeiss software. Images were acquired at a pixel resolution of 1,024 × 1,024 at 8-bit color depth with a line scan and averaging intensities from four scans of the same area.

### miRNA Target Identification

Putative miRNA target genes were retrieved from target site predictions using output from the miRanda algorithm (August 2010 release) (19). Predicted targets were chosen with high scores and conserved miRNA families. Networks of predicted targets were constructed using Cytoscape v3.2.1. Gene ontology analysis was performed using DAVID (https://david.ncifcrf.gov/; version 6.7) (20).

### Gene Set Enrichment Analysis

Gene set enrichment analysis (GSEA) was performed using a set of R scripts developed by the Broad Institute. Briefly, miRNA expressed in control or alcohol-fed animal samples were tested against a known set of miRNAs associated with HSCs, rat liver sinusoidal endothelial cells (LSECs), or Kupffer cells (KCs) to determine if these miRNA sets display significant correlation with expression patterns from a particular biological state. These miRNA signatures were derived from previously published miRNA profiling data from primary rat hepatic stellate cells activated in culture (21), rat liver sinusoidal endothelial cells (LSECs) compared with other liver cell types (22), and mouse Kupffer cells (KCs) at 3 days after 70% PHx (23). The HSC signature consisted of 16 upregulated miRNAs and 26 downregulated miRNAs. The LSEC signature consisted of 66 miRNAs enriched in LSECs compared with other liver cell types [highlighted in Figure 2A of Oda et al. (22)]. The KC signature consisted of 20 differentially expressed miRNAs. This set was derived by analyzing the normalized miRNA expression data available via Gene Expression Omnibus data set GSE159198, using *limma* function in R to compare the 3-day post PHx versus 0-h samples, and filtered for false discovery rate adjusted *P* value <0.1 and top 20 log2(fold change) values.

## RESULTS

### Multiple miRNAs Are Differentially Expressed in Response to Ethanol Adaptation and Further Altered by PHx

Male Sprague-Dawley rats were fed a liquid diet according to the Lieber–DeCarli protocol (13). Liver regeneration was induced by 70% partial hepatectomy and the regenerating liver tissue was collected at 6, 24, and 72 h after PHx (Fig. 1*A*). Total RNA was extracted from whole liver rat tissue for NanoString analysis of 420 miRNAs. 

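The untreated time course held 24 rats, 3 per diet at each of 0, 6, 24, and 72 h. The NanoString nCounter assay counts each miRNA with its own coloured probe and needs no amplification. The authors deposited log2 CPM (log-cpm), which they made from the counts by TMM scaling and the voom transformation, for 143 miRNAs. The whole counts behind these values were recovered from them, every one within 0.001 of a whole number. The untreated animals had totals of 58168 to 267582 counts, with a median of 154876.5. At 6 h the totals ran from 87009 to 196972 and at 72 h from 163533 to 267582. The liver miRNA miR-122 took 44.5% to 64.7% of the counts of an untreated animal. Over all samples the median miRNA had a median count of 88, and 41 miRNAs had a median under 50 counts, where counting error limits the precision. Changes were tested with limma on the deposited log2 CPM, with one mean per group and one spread shared by the 8 untreated groups, and called at a Benjamini-Hochberg adjusted p under 0.05. The labels place the animals at 6 and 72 h in another numbered set than those at 0 and 24 h, so a change at 6 or 72 h cannot be separated from a difference between sets by the design. Both diets of a time point came from the same sets.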

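Over 6, 24, and 72 h together, limma's F test called 47 of 143 miRNAs changed against 0 h in CHO-fed animals and 57 in EtOH-fed animals. Of these, 32 miRNAs were called in both diets, 15 in CHO-fed animals alone and 25 in EtOH-fed animals alone. Of the 29 miRNAs drawn in Fig. 1B, 19 were called in both diets and 27 in at least one. By time point, CHO-fed animals had 3 called miRNAs at 6 h, 2 at 24 h and 26 at 72 h, the last of which split into 12 higher and 14 lower than at 0 h. EtOH-fed animals had 16 at 6 h (4 higher and 12 lower), 2 at 24 h and 26 at 72 h (15 higher and 11 lower), and 15 miRNAs were called at 72 h in both diets. The setting that moved these counts most added the saline-treated animals of 0 and 24 h to the untreated ones, with treatment as a covariate, and gave 37 miRNAs at 24 h in CHO-fed animals and 19 in EtOH-fed animals. Same-numbered CHO-fed animals at 0 and 24 h deviated together, and with the replicate number as a block limma called 6 miRNAs at 24 h. Single animals also moved the counts. Leaving out the 0 h animal of replicate 2, which had 58168 counts in total in CHO-fed and 92245 in EtOH-fed animals, gave 46 miRNAs at 6 h in CHO-fed and 42 in EtOH-fed animals. In CHO-fed animals at 6 h, limma called 1 miRNA without replicate 3 at 0 h, and 0 without replicate 1 at 0 h or any single animal of 6 h (39 of the 143 had an unadjusted p under 0.05 with all animals). At 24 h in CHO-fed animals, 15 miRNAs were called without replicate 3 at 0 h, 8 without replicate 3 at 24 h, 6 without either animal of replicate 2, 1 without replicate 1 at 0 h and 0 without replicate 1 at 24 h. At 72 h in CHO-fed animals, 13 were called without replicate 1 at 0 h and 11 without replicate 4_7 or 4_9 at 72 h, and the F test called 28 without replicate 4_1 at 6 h and 24 without replicate 4_7 or 4_9. In EtOH-fed animals at 6 h, 7 were called without replicate 4_4, 6 without replicate 4_5, and 0 without replicate 4_6 or without replicate 1 or 3 at 0 h (42 at an unadjusted p under 0.05 with all animals). At 24 h in EtOH-fed animals, 1 was called without replicate 3 at 0 h and 0 without any other single animal, and at 72 h 17 were called without replicate 4_10.
miR-16 at 72 h was higher than at 0 h by 1.36 on the log2 scale in CHO-fed animals (standard error 0.23, limma adjusted p = 0.000627) and by 1.26 in EtOH-fed animals (standard error 0.23, adjusted p = 0.000823), with all 3 animals above all 3 at 0 h in both diets. In EtOH-fed animals at 72 h, miR-34a rose by 1.30 (standard error 0.22, limma adjusted p = 0.000823) and miR-22 fell by 0.89 (standard error 0.17, adjusted p = 0.000823). In CHO-fed animals at 72 h, miR-674-3p rose by 1.04 and miR-451, which varied with the other red blood cell miRNA miR-144 within groups, had a log2 fold change of -1.73. Both miR-34a and miR-451 were also called at 72 h in the other diet. miR-34a changed by 0.79 in CHO-fed animals (limma adjusted p = 0.0163) and miR-451 by -0.90 in EtOH-fed animals (adjusted p = 0.0453). At 6 h, the changes in CHO-fed and EtOH-fed animals were -1.24 and -1.19 for miR-101a, and -1.09 and -1.10 for miR-3559-5p. At that time miR-101a had 14 to 18 counts per CHO-fed and 13 to 20 per EtOH-fed animal. Counting error thus limits the precision of its change, and these counts were not shown to lie above background. At 24 h, miR-17-5p was called in both diets, at 0.90 and 0.78.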

During recovery following 70% PHx, 36 miRNAs were differentially expressed by 72 h in both groups (Fig. 1*B*). We next sought to quantitatively compare the differences in expression profiles between diets across time. To this end, we employed a method developed by our laboratory [comparative pattern count (COMPACT) analysis] (10). Briefly, this approach uses discretized changes compared with a baseline sample (e.g., 24 h vs. 0 h post PHx). Discretized patterns are encoded from a predetermined fold change threshold to classify time points or conditions as upregulated, downregulated, or unchanged. Differentially expressed miRNAs are assigned to groups with distinct expression patterns, with each group containing unique sets of miRNAs (Fig. 2). From this analysis, three sets of miRNAs were immediately noticeable—those downregulated at 6 h in CHO-fed animals but upregulated at 24 and 72 h in EtOH-fed animals (Fig. 2*B*), those upregulated by 24 and 72 h in the EtOH-fed animals only (Fig. 2*C*), and those downregulated at 24 and 72 h in EtOH-fed animals but unchanged in CHO (Fig. 2*D*). 

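The 10 miRNAs of Fig. 2B, the 14 of Fig. 2C and the 5 of Fig. 2D were all in the deposited table. At 6 h against 0 h, the Fig. 2B miRNAs had a median log2 fold change of -0.54 in CHO-fed animals (9 of 10 lower) and -0.84 in EtOH-fed animals (10 of 10 lower). Their medians at 24 h were 0.35 in CHO-fed and 0.25 in EtOH-fed animals, and at 72 h 0.28 and 0.51. The Fig. 2C miRNAs had medians of -0.28 and -0.47 at 6 h, 0.19 and 0.14 at 24 h, and 0.42 and 0.49 at 72 h, in CHO-fed and EtOH-fed animals in that order. The Fig. 2D miRNAs rose at 6 h in both diets (medians 0.37 and 0.38) and were lower at 24 h (-0.53 and -0.51) and at 72 h (-0.61 and -0.78), with 5 of 5 lower at 72 h in each diet. None of these medians changed sign under RLE size factors or under scaling to the 100 highest probes. Within groups, all 10 Fig. 2B miRNAs rose with the total count of the animal, 7 of them at an unadjusted p under 0.05.
Of the 29 miRNAs, limma's F test over time called 20 in CHO-fed animals and 26 in EtOH-fed animals (22 and 28 adjusted over the list alone, which is not independent evidence because the list was chosen on these animals). None of the 29 differed between the diets at 0, 6, 24, or 72 h after adjustment, by limma with or without voom weights, although 5 at 0 h and 6 at 72 h had an unadjusted p under 0.05. None had a diet by time interaction, before or after adjustment. Adjusted over the 29 alone, limma called 0 between the diets at 72 h, and adjusted over the 5 of Fig. 2D alone, 2 were lower in EtOH-fed than in CHO-fed animals.

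**Figure D1:**
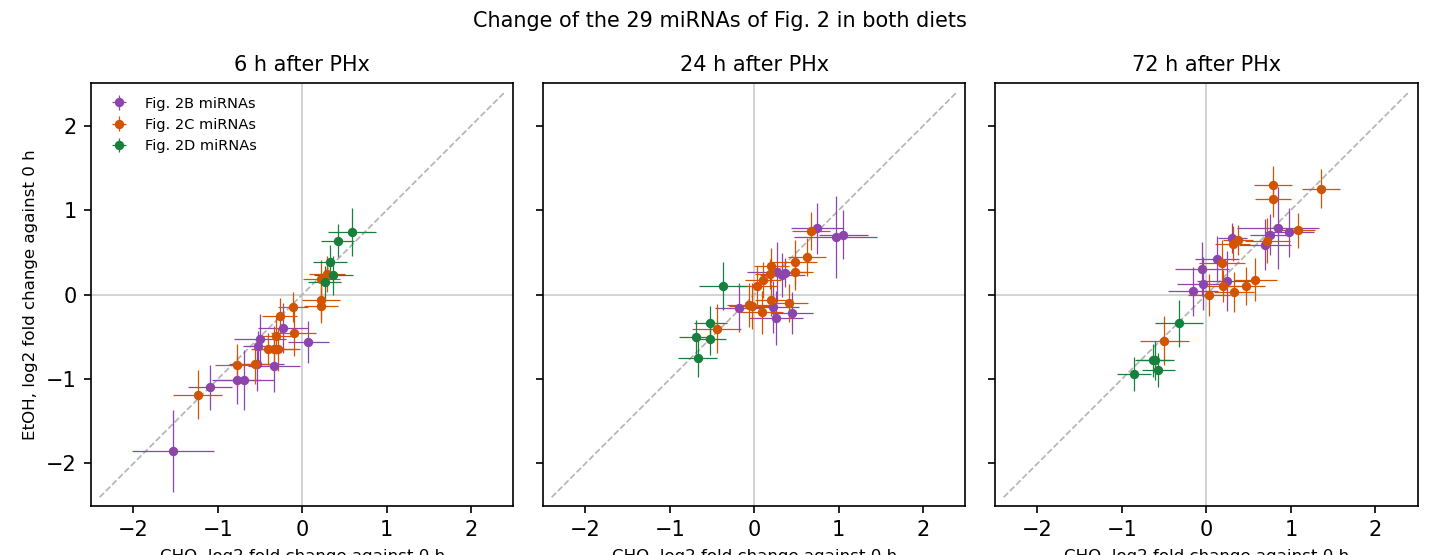
Log2 fold change against 0 h of the 29 miRNAs of Fig. 2, CHO-fed animals on the horizontal and EtOH-fed animals on the vertical axis, at 6, 24, and 72 h after PHx. Points are limma estimates from 3 animals per group, bars are standard errors, colours give the panel of Fig. 2 and the dashed line marks equal change. At 6 h, 9 of the 10 Fig. 2B miRNAs lie below 0 in CHO-fed animals and 10 of 10 in EtOH-fed animals.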

Six miRNAs are significantly downregulated at later time points in ethanol-adapted livers and 25 miRNAs are significantly upregulated; 10 of these miRNAs show a decrease at 6 h in carbohydrate-fed animals compared with ethanol-fed, while the remaining 14 show no significant changes in carbohydrate-fed animals (Fig. 2; significance determined by log2 fold change ≥ 1.5). 

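COMPACT patterns were rebuilt from the mean log2 CPM of each group minus that of the 0 h group of the same diet, with a change called at an absolute log2 difference of at least 1.5. Under this threshold, 2 of 143 miRNAs changed at any time in either diet: miR-19a was lower at 6 h in both diets and miR-451 was lower at 72 h in CHO-fed animals. The log2 CPM of miR-19a was 10.30 ± 1.43 (SD, n = 3) at 0 h and 8.77 ± 0.27 (SD, n = 3) at 6 h in CHO-fed animals. In EtOH-fed animals it was 10.08 ± 1.10 (SD, n = 3) at 0 h and 8.23 ± 0.47 (SD, n = 3) at 6 h, with at least 23 counts per animal. Simulated groups with no change gave 0.02 miRNAs per run. No miRNA was higher at both 24 and 72 h in EtOH-fed animals, none was lower at both, and none had the pattern of Fig. 2B, Fig. 2C or Fig. 2D. Without the untreated 0 h animal of replicate 2, 4 miRNAs changed when it was EtOH-fed and 3 when it was CHO-fed. Read as a linear fold change of 1.5, or 0.585 on the log2 scale, the threshold gave 77 miRNAs with a change, against 14.82 on average in simulated unchanged groups. Of these 77, 6 were unchanged at 6 h and higher at both 24 and 72 h in EtOH-fed animals. Likewise, 1 was unchanged at 6 h and lower at both. The pattern of Fig. 2B had 0 miRNAs, that of Fig. 2C had 1 and that of Fig. 2D had 0. Among the 6 were miR-21, miR-34a and miR-19b. In EtOH-fed animals miR-19a was also higher at both times, but it was lower at 6 h and so was not counted. These 4 miRNAs were also higher at both times in CHO-fed animals at the same threshold.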

One of the miRNAs to show significant upregulation in ethanol-fed animals, miR-21, has been previously observed as an important regulator of liver regeneration (12, 24).

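In untreated CHO-fed animals, the log2 CPM of miR-21 was 14.26 ± 0.69 (SD, n = 3) at 0 h, 14.03 ± 0.37 (SD, n = 3) at 6 h, 15.31 ± 0.26 (SD, n = 3) at 24 h and 15.24 ± 0.14 (SD, n = 3) at 72 h. In EtOH-fed animals it was 14.72 ± 0.48 (SD, n = 3), 14.32 ± 0.37 (SD, n = 3), 15.43 ± 0.29 (SD, n = 3) and 15.46 ± 0.26 (SD, n = 3) at the same times. The change from 0 h was 1.06 at 24 h (limma adjusted p = 0.0616) and 0.98 at 72 h (adjusted p = 0.0231) in CHO-fed animals. In EtOH-fed animals it was 0.71 at 24 h (limma adjusted p = 0.167) and 0.74 at 72 h (adjusted p = 0.0856), each with a standard error of 0.29. In both diets, all 3 animals at 24 h and all 3 at 72 h lay above all 3 at 0 h. The call at 72 h in CHO-fed animals was lost under 5 of 12 alternatives, among them the omission of replicate 2 at 0 h (0.58, limma adjusted p = 0.136), of replicate 4_7 at 72 h (1.05, adjusted p = 0.0502) or of replicate 4_9 at 72 h (0.91, adjusted p = 0.091), and with log10 total count as a covariate the change was 0.25 (adjusted p = 0.568). The change at 24 h in CHO-fed animals was called under 5 of 14 alternatives, among them the omission of replicate 2 at 24 h (limma adjusted p = 0.0448) or of replicate 3 at 0 h (adjusted p = 0.0355). Its size ran from 0.657 to 1.256 over these 14. In EtOH-fed animals the change ran from 0.432 to 2.154 at 24 h, called under 1 of 14 alternatives. At 72 h it ran from 0.285 to 0.887 there, without a call. The difference between EtOH-fed and CHO-fed animals in miR-21 was 0.46 at 0 h, 0.29 at 6 h, 0.11 at 24 h and 0.21 at 72 h, each with a standard error of 0.29, and none was called (limma adjusted p of 0.453, 0.786, 0.927 and 0.824). At 24 h the difference was -0.05 without EtOH-fed replicate 1 and -0.004 without CHO-fed replicate 2. Over the alternatives it ran from 0.033 to 0.738 at 0 h, from 0.056 to 0.479 at 6 h and from 0.072 to 0.363 at 72 h, without a call. The rise at 24 h was not shown to differ between the diets (interaction -0.34, standard error 0.41, limma adjusted p = 0.994). From its COMPACT analysis, the paper states that miR-21 was upregulated in EtOH-fed animals.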

**Figure 1.**
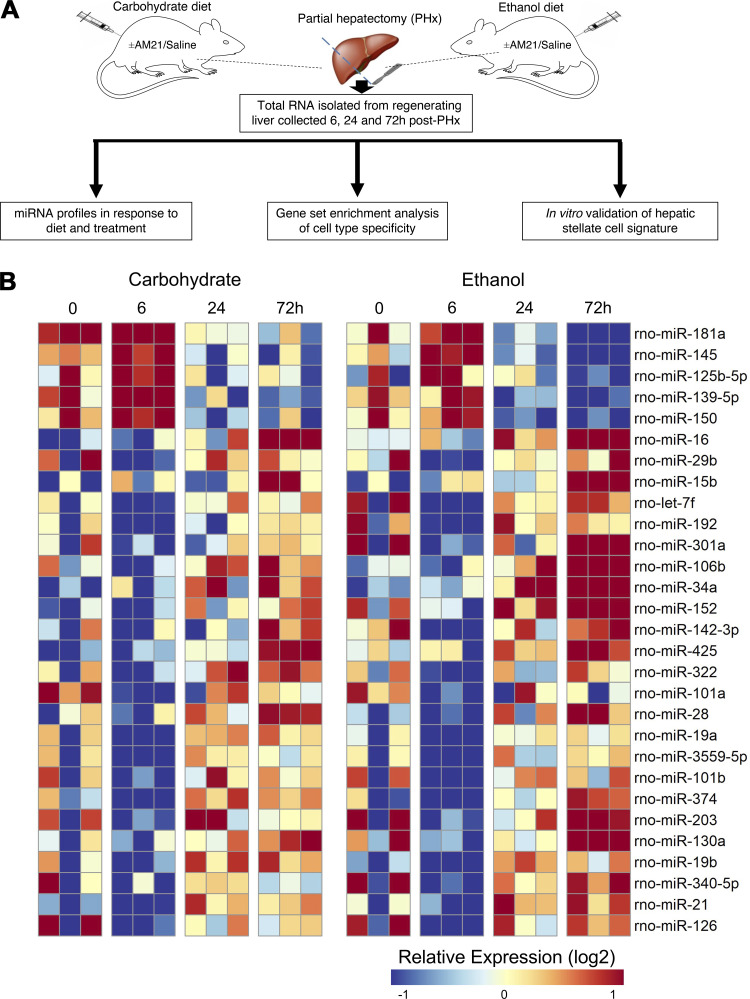
*A*: overview of experimental model of liver regeneration and subsequent analysis. Sprague-Dawley rats were fed a liquid diet containing either ethanol or a carbohydrate mixture. Liver regeneration was induced by a 70% partial hepatectomy and allowed to regenerate up to 72 h. Animals treated with anti-miR-21 (AM21) or saline were injected intraperitoneally 72 h prior to surgery and immediately thereafter; samples were collected at baseline and 24 h after partial hepatectomy (PHx). Total RNA from rat liver was extracted for a NanoString miRNA assay and further validated in vitro. *B*: heatmap of differentially expressed miRNAs from untreated animals. miRNAs show both time- and diet-dependent changes in expression. *n* = 3 animals per condition.

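Between EtOH-fed and CHO-fed animals at the same time, limma called 3 of 143 miRNAs at 0 h, 0 at 6 h, 3 at 24 h and 0 at 72 h, with 26, 13, 16 and 14 at an unadjusted p under 0.05. At 0 h, miR-210 was higher in EtOH-fed animals by 0.99 (standard error 0.20, limma adjusted p = 0.00622), miR-365 by 0.78 (standard error 0.18, adjusted p = 0.0193) and miR-103 by 0.66 (standard error 0.17, adjusted p = 0.0311). At 24 h, miR-451, a red blood cell miRNA that varied with miR-144 within groups, was higher in EtOH-fed animals by 1.31 (standard error 0.30, limma adjusted p = 0.0188) and miR-103 by 0.68 (standard error 0.17, adjusted p = 0.0242), while miR-455 was lower, at -0.95 (standard error 0.22, adjusted p = 0.0188). In each of these 6 differences all 3 animals of one diet lay above all 3 of the other, as chance gives for 10% of miRNAs. Same-numbered animals of the 2 diets at 0 h deviated together, and with the replicate number as a block only miR-210 was called at 0 h by limma. Over their 13 alternatives, the limma adjusted p at 0 h ran from 0.00016 to 0.28 for miR-210, 0.00385 to 0.28 for miR-365 and 0.0241 to 0.28 for miR-103. At 0 h, miR-365 also lost its call without EtOH-fed replicate 2 or CHO-fed replicate 3 (limma adjusted p of 0.0637 and 0.0768), and miR-103 without either of these or without CHO-fed replicate 1 or EtOH-fed replicate 3 (adjusted p of 0.157 and 0.112). At 24 h, miR-103 lost its call under 9 of 13 alternatives, among them every single omission but that of CHO-fed replicate 3 (limma adjusted p from 0.0194 to 0.139), and miR-455 under 4 of 13, among them the omission of EtOH-fed replicate 1 or 3 or CHO-fed replicate 2 (from 0.0037 to 0.139). Fits on only the 2 groups compared gave 0 called miRNAs at 0 h and 0 at 24 h, voom weights gave 1 at 6 h and 5 at 24 h, and leaving out the EtOH-fed animal of replicate 1 gave 0 at 0 h and 0 at 24 h. The count at 24 h was 5 without CHO-fed replicate 3 and 1 without CHO-fed replicate 1, CHO-fed replicate 2 or EtOH-fed replicate 3. At 6 h, 1 miRNA was called without CHO-fed replicate 4_3, and at 72 h 2 were called without EtOH-fed replicate 4_10. The test of the diet by time interaction called 0 miRNAs, with 8 at an unadjusted p under 0.05 and a smallest adjusted p of 0.235, and 0 with voom weights. Leaving out EtOH-fed replicate 4_10 at 72 h gave 1 called miRNA in this test, and leaving out EtOH-fed replicate 2 at 0 h gave 1 in the interaction of 24 h against 0 h.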

**Figure 2.**
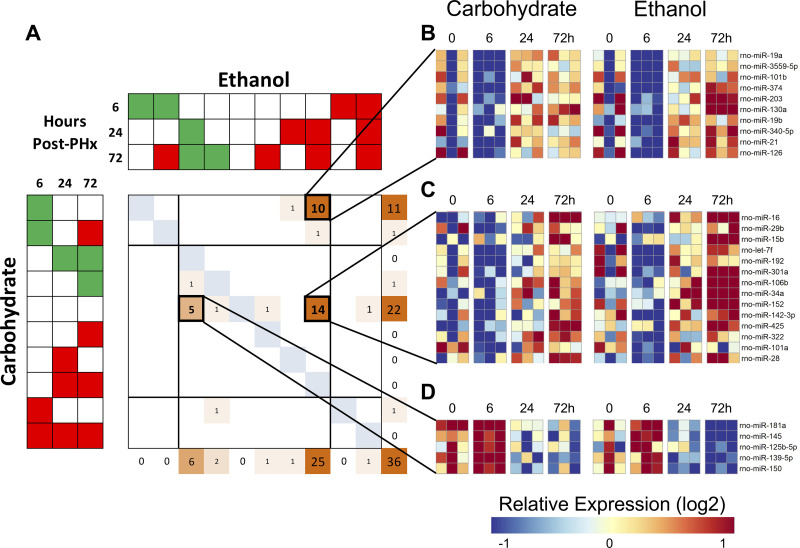
Comparative pattern count (COMPACT) analysis reveals clusters of similarly altered miRNAs. *A*: overview of the COMPACT matrix showing discrete groups of miRNAs arranged in accordance with changes in expression between carbohydrate- and ethanol-fed animals across time points. These groups (*B*, *C*, and *D*) show that multiple miRNAs display altered expression levels at early, intermediate, and later time points of regeneration. PHx, partial hepatectomy.

### Inhibition of miR-21 In Vivo Alters the Expression Level of Several Additional miRNAs

Previous study from our group has shown that inhibition of miR-21 in vivo rescues the delayed liver regeneration phenotype observed in ethanol-fed rats post PHx and leads to broad changes in gene expression (9). Based on the spectrum of molecular changes observed in this previous study, we hypothesized that miR-21 is involved in a broader gene regulation network affecting other co-regulatory miRNAs. We treated carbohydrate-fed (CHO) and ethanol-fed (EtOH) animals with either anti-miR-21 injections (AM-21), a locked nucleic acid (LNA) oligonucleotide complementary to miR-21, saline injections, or left untreated. PHx surgery was performed within each group and animals were allowed to recover for 24 h post PHx before remnant liver tissue was collected. 

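The miR-21 inhibition experiment held 36 animals, 3 for each diet at 0 and 24 h with each of AM21, saline or no treatment. AM21 was given at 7.5 mg/kg. The paper's methods place an injection at 72 h ahead of surgery and another right after PHx. The treated animals at 0 and 24 h may therefore differ in the number of injections. The log2 CPM of the 36 animals come from the same deposited table. The totals ran from 105799 to 240355 counts in the 12 AM21-treated animals and from 58168 to 205241 in the 24 untreated and saline-treated animals. The targeted miRNA was checked first. miR-21 had 15 to 32 counts in each AM21-treated animal, among the 12 lowest of the 143 probes, so counting error limits the precision of differences among AM21-treated animals, and without negative control probes these counts were not shown to lie above background. In untreated and saline-treated animals it had 120 to 9934 counts. The 12 AM21-treated animals and the 24 controls were separate clusters in miR-21 (log2 CPM of 6.59 to 7.76 against 9.65 to 15.76). A limma model gave each of the 12 groups its own mean with a shared spread, and AM21 was compared with the mean of untreated and saline-treated animals, averaged over diets and times. The labels number the animals by set, and each of sets 1 to 3 held 1 animal of all 12 groups.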

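Because AM21 split the animals into clusters that did not overlap in miR-21, correlations with miR-21 were computed within the 12 AM21-treated animals and within the 24 untreated and saline-treated animals, as 10 tests in one family with two-sided permutation p-values. With 15 to 32 counts of miR-21 per AM21-treated animal, the correlations within these animals can hardly show a relation. For miR-340-5p, r was -0.033 (p = 0.919) in AM21-treated animals and 0.379 (p = 0.0756) in controls, where Spearman's rho was 0.452 (permutation p = 0.0278, adjusted p = 0.139). For miR-146a, r was -0.128 (p = 0.689) in AM21-treated animals and -0.389 (p = 0.0573, adjusted p = 0.378) in controls, where rho was -0.537 (permutation p = 0.00771, adjusted p = 0.0771). Without the 2 controls farthest from the median of miR-21, r was 0.419 for miR-340-5p (permutation p = 0.0525) and -0.542 for miR-146a (permutation p = 0.00921, adjusted p = 0.0635). In controls, r was -0.268 (permutation p = 0.207) for miR-365, 0.065 (p = 0.777) for let-7a and 0.084 (p = 0.699) for miR-1224, and without those 2 animals it was 0.249, 0.520 and 0.456 (permutation p of 0.263, 0.0127 and 0.0313). In AM21-treated animals, these 3 miRNAs had r of 0.111, 0.292 and -0.233 (permutation p of 0.731, 0.362 and 0.475). After removing diet and time group means, r in controls was -0.163 for miR-146a (permutation p = 0.45), 0.471 for miR-340-5p (permutation p = 0.0256), -0.462 for miR-365 (permutation p = 0.0214), -0.027 for let-7a (permutation p = 0.887) and -0.143 for miR-1224 (permutation p = 0.501). No correlation passed adjustment. Within numbered sets 1, 2 and 3, with 8 controls each, r was 0.51, 0.17 and 0.62 for miR-340-5p and -0.88, 0.01 and -0.58 for miR-146a. Over all 36 animals, where r mainly reflects the gap between the clusters and is not given, miR-340-5p ranked first of 142 miRNAs from the positive end and miR-199a-5p second. From the negative end, miR-146a ranked first, miR-1224 second, let-7a was at rank 5 and miR-365 at rank 15.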

Expression level of one miRNA from treated rats (miR-3405p) showed significant positive correlation to miR-21 (Pearson *r* > 0; *P* < 0.05; Fig. 3, *A* and *B*), whereas four miRNAs (miR-365, let-7a, miR-1224, and miR-146a) showed significant negative correlation (Pearson *r* < 0; *P* < 0.05) (Fig. 3, *A* and *C*). miR-146a, which was most anticorrelated with miR-21 expression (Fig. 3*C*), is reported to act as a tumor suppressor and is involved in the regulation of hepatic stellate cell activity, suggesting a possible functional role of this miRNA in controlling gene expression in the context of response to partial hepatectomy following miR-21 inhibition (21, 25–27).

**Figure 3.**
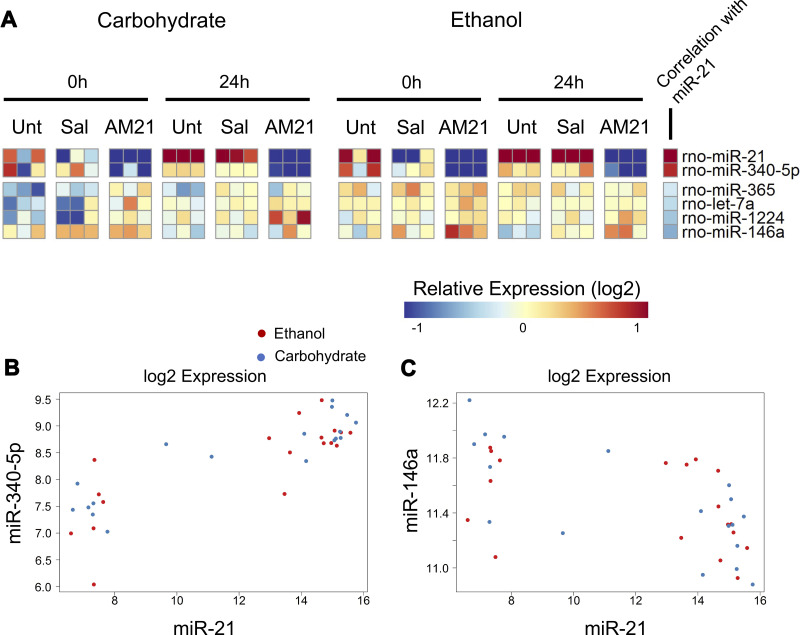
*A*: dynamics of differentially expressed miRNAs in response to anti-miR-21 (AM21) treatment, along with Pearson correlation to miR-21 (red = positively correlated, blue = negatively correlated). *n* = 3 biological replicates for all groups. Log2-transformed expression values for the most positively correlated (*B*) and most negatively correlated (*C*) miRNAs.

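AM21 changed 8 of 143 miRNAs by limma, 2 higher and 6 lower, against 17 at an unadjusted p under 0.05. The log2 difference between AM21-treated animals and controls was -7.16 for miR-21 (standard error 0.24, limma adjusted p = 1.31e-21) and -1.44 for miR-340-5p (standard error 0.17, adjusted p = 9.41e-08), and all 12 AM21-treated animals lay below all 24 controls in miR-21 and 10 of 12 in miR-340-5p. Since neither miR-21 nor miR-340-5p was shown to lie above background in AM21-treated animals, the true falls of both can be larger than these values. A direct effect of the oligonucleotide on the probes was not tested, so the true falls can also be smaller. The third by adjusted p, miR-199a-5p, was lower in all 4 diet and time groups, with a mean difference of -0.51 (standard error 0.08, limma adjusted p = 1.26e-05). miR-146a was higher by 0.38 (standard error 0.09, limma adjusted p = 0.00531) and miR-1224 by 0.40 (standard error 0.09, adjusted p = 0.00531), each higher in 4 of 4 diet and time groups. The differences of let-7a (0.24, limma adjusted p = 0.0822) and miR-365 (0.15, adjusted p = 0.324) were not called. Scaling the counts to the 100 highest probes gave 7 called miRNAs, of which 4 were higher and 3 lower, and the other alternatives set beforehand, single omissions apart, gave 7 to 9. Of those chosen after seeing the data, log10 total count as a covariate gave 10, of which 7 were shared, and untreated animals alone as the control gave 6, among them miR-199a-5p (-0.335, limma adjusted p = 0.0249, against 1.12e-06 to 0.0249 over its alternatives). Leaving out 1 AM21-treated animal gave 5 called miRNAs, without EtOH-fed replicate 1 at 24 h or without CHO-fed replicate 2 at 0 h. With saline alone as the control, miR-146a was not called (log2 difference 0.25, limma adjusted p = 0.247, against 0.000417 to 0.247 over its alternatives). let-7a was called under 5 of 44 alternatives, among them the omission of CHO-fed AM21 replicate 1 at 0 h (adjusted p = 0.0289) or of CHO-fed saline replicate 3 at 0 h (adjusted p = 0.00496). Within single groups against saline, limma called 2 miRNAs in CHO-fed animals at 0 h, 1 at 24 h, and 3 and 2 in EtOH-fed animals, with miR-21 among them each time. Against saline in CHO-fed animals, the count at 0 h was 13 without saline replicate 3, 5 without AM21 replicate 1 and 1 without saline replicate 1 or 2, and at 24 h it was 2 without AM21 replicate 2. In EtOH-fed animals at 24 h it was 4 without AM21 replicate 3 and 1 without AM21 replicate 1 or any single saline-treated animal. The AM21 by diet interaction at 24 h called 0 miRNAs (4 at an unadjusted p under 0.05, and 0 with voom weights). From its most negative correlation with miR-21, and from reports on its part in HSC activity, the paper proposes a role for miR-146a. This role is in gene expression after PHx under miR-21 inhibition. From qRT-PCR in LX-2 cells, the paper also reports a rise of miR-146a with AM21 and a decrease with TGF-β together with AM21.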

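In log2 CPM, miR-340-5p was 7.38 ± 0.57 (SD, n = 12) in AM21-treated animals and 8.82 ± 0.38 (SD, n = 24) in untreated and saline-treated animals. By diet and time group, the AM21 mean minus the mean of the controls was -1.51 to -1.32. The depth was 12 to 42 counts per AM21-treated animal and 13 to 145 per control, so counting error limits the precision among AM21-treated animals, and in 3 of them miR-340-5p was the lowest of the 143 probes, so its AM21 means were not shown to lie above background. miR-146a was 11.72 ± 0.32 (SD, n = 12) in AM21-treated animals and 11.35 ± 0.29 (SD, n = 24) in controls, and 5 of the 12 AM21-treated animals lay above every control. By numbered set, the difference between AM21-treated animals and controls was -1.25, -1.15 and -1.92 for miR-340-5p and 0.35, 0.62 and 0.16 for miR-146a in sets 1, 2 and 3. Among the saline-treated EtOH-fed animals at 0 h, miR-21 was 11.12 in replicate 1, 9.65 in replicate 2 and 14.10 in replicate 3, while the other 21 controls had 12.97 to 15.76.

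**Figure D2:**
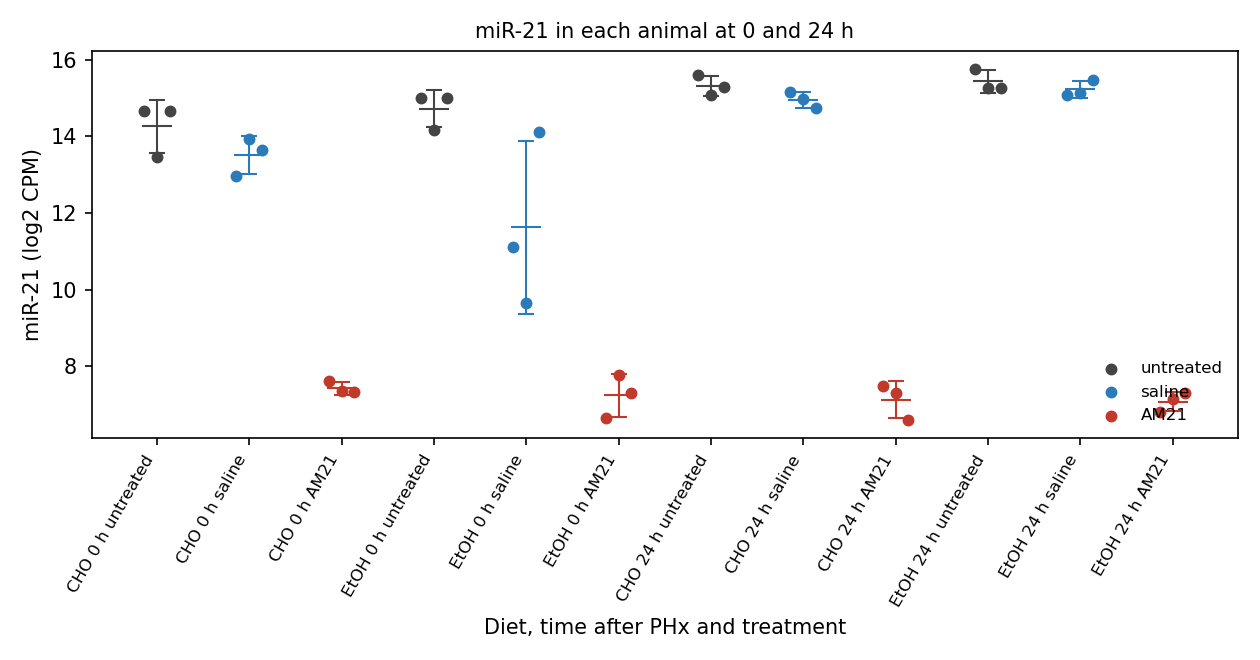
miR-21 in log2 CPM (vertical axis) in each animal at 0 and 24 h after PHx, by diet, time and treatment (horizontal axis). Points are single animals, and the bar with whiskers is the group mean ± SD (n = 3). AM21-treated animals lie between 6.59 and 7.76, and 2 of the 3 saline-treated EtOH-fed animals at 0 h, at 9.65 and 11.12, lie below the other controls.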

We used the miRanda target prediction software to identify putative targets of the miRNAs responsive to AM-21 treatment. Enrichment analysis of the targeted genes was performed with the DAVID bioinformatics resource (version 6.7) (20). We identified several significantly enriched processes by which these miRNAs may regulate liver regeneration, mainly involved in cell cycle progression and cell death (Table 1). Taken together, these results suggest that multiple miRNAs are involved in co-regulatory networks, and that disruption of normal miRNA expression (e.g., by chronic ethanol consumption) leads to a cascade of changes in gene expression, contributing to dysregulated liver regeneration following injury.

**Table 1.** Table of gene ontology terms from DAVID (version 6.7) associated with predicted targets of miR-21, miR-340-5p, miR-365, miR-146a, and let-7a

GO Term	Gene Count	FDR
Transcription (GO:0006350)	147	2.56E−08
Regulation of programmed cell death (GO:0043067)	146	6.49E−08
Regulation of cell proliferation (GO:0042127)	138	1.47E−06
Response to hypoxia (GO:0001666)	54	1.67E−05
Response to wounding (GO:0009611)	95	1.94E−05
Positive regulation of developmental process (GO:0051094)	74	7.91E−05
Positive regulation of cell differentiation (GO:0045597)	59	0.003798

DAVID, Database for Annotation, Visualization and Integrated Discovery; FDR, false discovery rate.

### GSEA Uncovers a Signature for Hepatic Stellate Cell miRNAs in Liver Regeneration

To further investigate the potential link between dysregulation of normal miRNA expression in nonparenchymal cells and liver regeneration, we performed gene set enrichment analysis comparing miRNA differential expression in the ethanol and carbohydrate control groups to known sets of miRNAs that are differentially expressed in HSCs (21), LSECs (22), and KCs (23) (Table 2). 

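Gene set enrichment was recomputed for the untreated animals, with miRNAs ranked by limma's moderated t at 24 h against 0 h within each diet, weight 1, and a p from 10000 random miRNA sets of the same size. The sets were the miRNAs marked as overlapping in Table 2, matched to the deposited names. Of these, 14 of 16 upregulated HSC miRNAs (all but miR-214 and miR-222), 21 downregulated HSC miRNAs (all but miR-296 and miR-483), 25 of 30 LSEC miRNAs and 5 of 7 KC miRNAs were among the 143 deposited. A p from random sets treats miRNAs as independent, so the labels of the 3 animals against 3 were also split in all 10 ways, where the smallest p is 0.100.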

The HSC-associated miRNA signature consisted of 16 upregulated and 26 downregulated miRNAs, of which all but 3 downregulated miRNAs overlapped with our data set. 

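For the 14 miRNAs upregulated in activated HSCs, the enrichment score at 24 h against 0 h was 0.343 in CHO-fed animals (p = 0.487 from a permutation of miRNA sets), with 10 of 14 miRNAs higher at 24 h and a median log2 fold change of 0.22. In EtOH-fed animals the score was -0.312 (permutation p = 0.590), with 7 of 14 higher and a median of 0.02. miR-21 rose most of the set in both diets, by 1.06 and 0.71. The sign in EtOH-fed animals depended on the ranking: by log2 fold change the score was 0.312 (permutation p = 0.624). It was also positive without replicate 2 at 0 h (0.185) or without replicate 3 at 24 h (0.313). Splitting the animal labels in all 10 ways gave a score as large in 6 splits for CHO-fed animals and in 9 for EtOH-fed animals. The difference between the diets, ranked by the interaction, had a score of -0.500 (permutation p = 0.126). No miRNA of the set was called at 24 h in either diet over all 143, and 2 and 0 were called adjusted over the list alone.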

Our analysis revealed that by 24-h post-PHx there is significant enrichment in both ethanol-fed and control groups for miRNAs that are upregulated in activated HSCs (Fig. 4, *A* and *C*). 

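For the 21 miRNAs downregulated in activated HSCs, the score in CHO-fed animals was -0.310 (permutation p = 0.436), with 13 of 21 higher at 24 h and a median log2 fold change of 0.04, so that the median and the score differ in sign. The score was positive when miRNAs were ranked by log2 fold change (0.240, permutation p = 0.833). It was also positive without CHO-fed replicate 2 at 24 h or replicate 3 at 0 h, at 0.308 and 0.278. A score as large as -0.310 came from 5 of the 10 label splits. With log10 total count as a covariate, chosen after seeing the data, the score was -0.524 (permutation p = 0.0156). No miRNA of the set was called at 24 h over all 143 by limma (37 of the 143 had an unadjusted p under 0.05), and 5 were called adjusted over the list alone.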

The carbohydrate control group did not show significant enrichment for miRNAs that are downregulated in activated HSCs (Fig. 4*B*). However, ethanol group displayed a statistically significant enrichment for this set of downregulated miRNAs, showing decreased expression after PHx (Fig. 4*D*). 

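In EtOH-fed animals, the same 21 miRNAs had an enrichment score of -0.390 (permutation p = 0.174), with 12 of 21 lower at 24 h and a median log2 fold change of -0.06. The largest decrease was that of miR-150, at -0.75. Over all 143 miRNAs limma called 1 of the set, miR-99a (-0.72, adjusted p = 0.0363), in a comparison with 2 calls that fell to 1 without replicate 3 at 0 h and to 0 without any other single animal, and 2 of the set were called adjusted over the list alone. With the saline-treated animals added to the untreated ones, the score was -0.463 (permutation p = 0.0392). It also passed 0.05 with the EtOH-fed animal of replicate 1 at 24 h left out (-0.521, permutation p = 0.0142) or that of replicate 2 at 0 h (-0.499, permutation p = 0.0158). Of the 10 label splits, 7 gave a score as large. By limma's camera test the p was 0.147 with its preset correlation of 0.01 and 0.457 with the correlation estimated from the data, and by fry it was 0.420. The scores of the diets were not shown to differ (interaction ranking, score -0.401, permutation p = 0.232).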

For LSECs, we used a list of miRNAs enriched in these cells relative to other liver cell types and evaluated the over-representation of the LSEC-enriched miRNA signature in the bulk tissue miRNA profiling data from our experiments. Of the 66 miRNAs included in this signature, only 30 miRNAs overlapped with our bulk tissue data set (Table 2). This signature corresponding to the LSEC-enriched miRNAs was not statistically significant in the carbohydrate (*P* = 0.68) or ethanol (*P* = 0.28) groups. 

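For the 25 LSEC miRNAs, the score at 24 h against 0 h was -0.431 in CHO-fed animals (permutation p = 0.0479), with 15 of 25 lower and a median log2 fold change of -0.19, and -0.403 in EtOH-fed animals (permutation p = 0.0945), with 16 of 25 lower and a median of -0.12. Same-numbered CHO-fed animals at 0 and 24 h deviated together, and with the replicate number as a block the p in CHO-fed animals was 0.0812. It was 0.12 when miRNAs were ranked by log2 fold change. In CHO-fed animals, the p rose to 0.0932 without replicate 2 at 0 h, to 0.321 without replicate 2 at 24 h and to 0.143 without replicate 3 at 0 h. With the saline-treated animals added it was 0.125 in CHO-fed animals and 0.00789 in EtOH-fed animals. The camera test gave 0.0666 and 0.0691 with its preset correlation, 0.0902 and 0.0929 with the estimated one, and fry gave 0.0334 and 0.0559, for CHO-fed and EtOH-fed animals. Of the 10 label splits, 3 gave a score as large in each diet. No single LSEC miRNA was called at 24 h in either diet.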

For assessing the potential contribution of KC-associated miRNAs, we analyzed a miRNA profiling data set collected from isolated KCs at 3 days after 70% PHx in mice to identify a differential miRNA expression signature to use in the GSEA (Table 2). Of the 20 miRNAs included in this signature, only 7 miRNAs overlapped with our bulk tissue data set. 

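The 5 KC miRNAs in the deposited table had a score of 0.381 in CHO-fed animals (permutation p = 0.743) and of -0.306 in EtOH-fed animals (permutation p = 0.905), with 2 of 5 higher at 24 h in each diet. Median log2 fold changes were -0.01 and -0.16, and a score as large came from 6 and 9 of the 10 label splits. With 5 members, 1 animal decided the sign: the score was -0.261 in CHO-fed animals without replicate 1 at 24 h, and 0.351 in EtOH-fed animals without replicate 2 at 24 h or 0.249 without replicate 3 at 0 h. In EtOH-fed animals it was also positive under the 100 highest probes, with voom weights and with the replicate number as a block.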

GSEA results indicated poor statistical significance of the KC signature in carbohydrate (*P* = 0.13) and ethanol (*P* = 0.69) groups. Taken together, these results suggest that it is difficult to ascertain the contribution of LSEC- and KC-associated miRNA networks from the present bulk tissue data set, even as HSC-associated miRNA signatures were prominently identifiable using this statistical approach.

**Figure 4.**
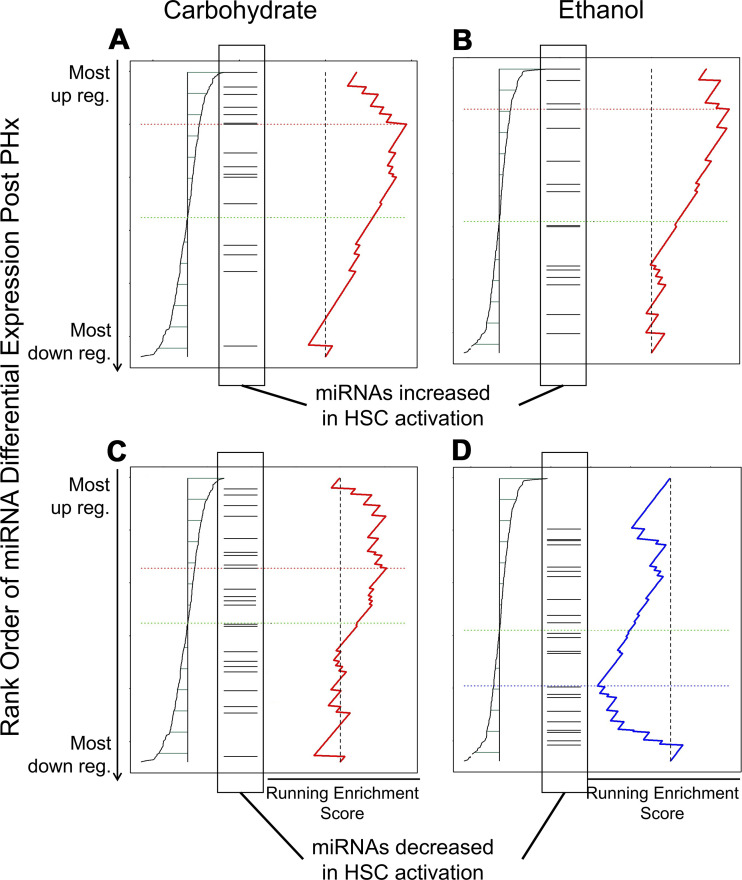
Gene set enrichment analysis reveals changes in miRNA expression patterns that reflect those seen in hepatic stellate cell activation (11). At 24-h post-partial hepatectomy (PHx), both control and alcohol-fed animals show an enrichment in miRNAs upregulated with stellate cell activation (*A* and *B*). Alcohol-fed animals prior to surgery show a slight enrichment for miRNAs downregulated with hepatic stellate cell activation (*D*), whereas control animals do not appear to show enrichment for these miRNAs in either condition (*C*).

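At 0 h, the comparison of EtOH-fed with CHO-fed animals gave a score of 0.460 for the 21 miRNAs downregulated in activated HSCs (permutation p = 0.0918), with 13 of 21 higher in EtOH-fed animals and a median log2 difference of 0.12. For the 14 upregulated miRNAs the score was 0.385 (permutation p = 0.407), with 7 of 14 higher and a median of -0.03. With the replicate number as a block, since same-numbered animals of this comparison deviated together, the downregulated set had a score of 0.516 (permutation p = 0.0245), and ranked by log2 fold change its permutation p was 0.0365. Single animals decided its side of 0.05. The permutation p was 0.0362 without CHO-fed replicate 1, 0.0362 without EtOH-fed replicate 2, and 0.0114 without CHO-fed replicate 3, whereas without CHO-fed replicate 2 the score was -0.222 (permutation p = 0.898). A score as large came from 4 of the 10 label splits for the downregulated set and from 3 for the upregulated set. For the downregulated set, limma's camera test gave a p of 0.0948 with its preset correlation and 0.392 with the estimated one, and fry gave 0.312. From the enrichment results of all sets, the paper proposes that the contribution of LSEC and KC miRNAs is difficult to ascertain from bulk tissue, whereas the HSC signatures were identifiable.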

**Table 2.** Table of nonparenchymal cell-associated miRNA signatures used in the gene set enrichment analysis

Hepatic Stellate Cells Upregulated	Hepatic Stellate Cells Downregulated		Liver Sinusoidal Endothelial Cells		Kupffer Cells	
Overlapping	Overlapping	Nonoverlapping	Overlapping	Nonoverlapping	Overlapping	Nonoverlapping
let-7b	miR-207	miR-10a	miR-351	miR-126a-3p	miR-483	miR-671-3p
let-7c	miR-335	miR-151*	miR-335	miR-126a-5p	miR-99b	miR-1901
let-7e	miR-195	miR-422b	miR-146b	miR-322-3p	miR-103	miR-465c-5p
miR-125b-5p	miR-16		miR-195	miR-511-3p	miR-539	miR-331-5p
miR-132	miR-30a		miR-322	miR-450b-5p	miR-96	miR-466c-5p
miR-143	miR-122		miR-374	miR-143-3p	miR-29b	miR-383
miR-145	miR-30d		miR-16	miR-23a-3p	miR-152	miR-m108-2-5p
miR-152	miR-30b-5p		miR-199a-5p	miR-338-3p		miR-883b-5p
miR-199a-5p	let-7f		miR-10b	miR-130a-3p		miR-467e
miR-21	miR-30c		miR-497	miR-27a-3p		miR-433
miR-210	miR-194		miR-140	miR-130b-3p		miR-742
miR-214	miR-192		let-7i	miR-362-3p		miR-193b
miR-22	miR-29a		miR-142-3p	miR-24-3p		miR-380-5p
miR-221	miR-26b		miR-466d	miR-23b-3p		
miR-222	miR-126		miR-532-5p	miR-29b-3p		
miR-31	miR-146a		miR-99b	miR-24-2-5p		
	miR-296		miR-151	miR-500-3p		
	miR-125a-5p		miR-142-5p	miR-381-3p		
	miR-26a		miR-146a	miR-301a-3p		
	miR-99a		miR-125a-5p	miR-3473		
	miR-181a		miR-145	miR-1247-3p		
	miR-150		miR-450a	miR-127-3p		
	miR-483		miR-10a-5p	miR-214-3p		
			miR-139-5p	miR-24-1-5p		
			miR-181a	miR-6318		
			miR-150	miR-211-3p		
			miR-328a	miR-494-3p		
			miR-532-3p	miR-501-3p		
			miR-362	miR-331-3p		
			miR-3593-3p	miR-27b-3p		
				miR-149-3p		
				miR-150-3p		
				miR-92b		
				miR-133c		
				miR-139-3p		
				miR-290		

These miRNA signatures were derived from previously published miRNA profiling data from primary rat hepatic stellate cells activated in culture (21), rat liver sinusoidal endothelial cells (LSECs) compared with other liver cell types (22), and mouse Kupffer cells (KCs) at 3 days after 70% partial hepatectomy (PHx) (23). The subset of miRNAs overlapping with the present data set is indicated.

### Manipulation of miR-21 Levels In Vitro Supports Evidence of Stellate Cell Mirna Signature in Whole Tissue

To validate our GSEA results indicating HSC differential miRNA signatures, we used LX2 cells, an immortalized human stellate cell line (Fig. 5*A*) (28). LX-2 cells were transfected using a locked nucleic acid-based approach to inhibit miR-21 and cells were stimulated with TGF-β. We first validated in vitro activation of LX-2 cells using *Acta2* expression as a marker. Treatment with TGF-β was sufficient to induce *Acta2* upregulation at both mRNA (Fig. 5*B*) and protein levels (Fig. 5*C*). A subset of miRNAs was selected based on our Nanostring data and used for GSEA (21). As observed in whole tissue samples, miR-21 and miR-146a displayed an anticorrelative relationship, with miR-146a increasing significantly in response to AM21 treatment (Fig. 5*D*). Treatment with TGF-β, which promotes activation in stellate cells, causes a decrease in miR-146a levels in conjunction with AM21 similar to the changes seen in vivo after PHx. miR-16, which has previously been shown to decrease in response to stellate cell activation (21), did not show a significant change with TGF-β alone, but AM21 treatment was sufficient to significantly increase miR-16 expression (Fig. 5*D*). Interestingly, the combination of TGF-β and AM21 returned miR-16 to baseline expression levels, supporting the idea that miR-16 expression is decreased in the hepatic stellate cell activation response. Lastly, miR-199a has been reported (21) to increase in activated HSCs, and we observed a similar result in response to TGF-β treatment (Fig. 5*D*). Treatment with AM21 led to a decrease in miR-199a expression and abrogated the increase in expression seen with TGF-β alone. Taken together, our findings show that these miRNA profiles, observed in whole tissue, are supportive of the major hepatic stellate cell role in the liver regenerative response, particularly in attenuating the response in the chronic ethanol group, as well as mediating the recovery of regeneration response following miR-21 inhibition.

**Figure 5.**
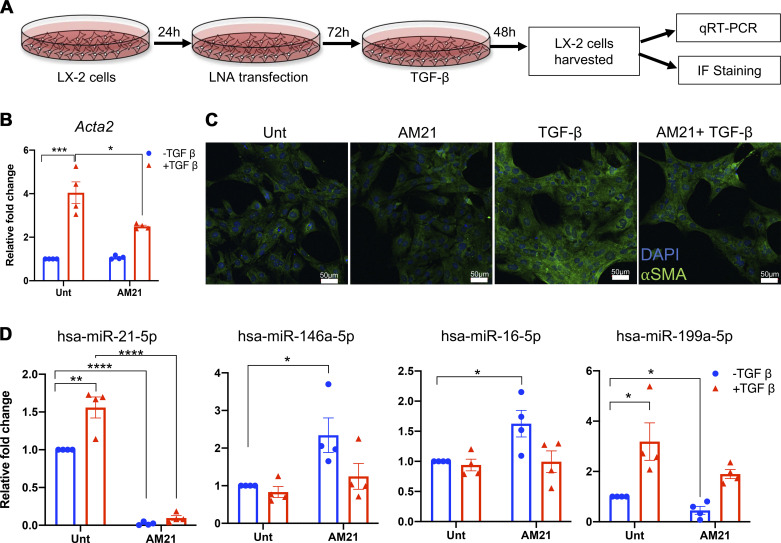
In vitro manipulation of miR-21 suggests a stellate cell-specific miRNA signature in whole tissue. *A*: schematic representation of locked nucleic acid (LNA) transfection and TGF-β stimulation in human hepatic stellate cell line. LX-2 cells were seeded for 24 h to ensure adherence, then simultaneously serum-starved and transfected for 72 h with 10 nM of LNA inhibitor targeting miR-21. Cells were then stimulated with 5 ng/mL of recombinant TGF-β for 48 h then harvested for RNA isolation. *Acta2* levels measured by qRT-PCR (*B*) and qualitative immunofluorescent imaging (*C*) provide evidence of stellate cell activation by TGF-β. *D*: qRT-PCR analysis of miRNAs from LX-2 cells transfected with anti-miR-21 (AM21) and stimulated with TGF-β. Values are given as means ± SE (*n* = 4); ****P < 0.0001, ***P < 0.001, **P < 0.01, and *P < 0.05. The relative fold change represented is the fold change versus untreated sample.

## DISCUSSION

This study further explores the relationship between miRNA expression and liver regeneration in the context of chronic alcohol intake. We have shown that prolonged intake of ethanol in rats leads to dysregulation of normal miRNA expression patterns, which are further altered by additional insult, here in the form of a 70% partial hepatectomy. We have also shown that changes in miRNA expression patterns show altered dynamics between control and ethanol-fed animals. Furthermore, using a novel technique for exhaustive and unbiased comparative data analysis, we quantitatively identified clusters of miRNAs whose expression significantly changed during liver regeneration, between control and ethanol-fed animals. One of these miRNAs in particular, miR-21, plays an important role in liver regeneration and is significantly upregulated by chronic ethanol consumption (9, 24, 29). Preliminary analysis using a small and targeted cohort of miRNAs showed some changes in response to miR-21 inhibition but was limited in scope (9). The use of Nanostring nCounter assays allowed us an unbiased view of global miRNA expression in whole liver tissue. Using a miR21-specific LNA oligonucleotide inhibitor, we showed that several previously unremarked miRNAs display altered expression patterns in response to knockdown of miR-21 as well as by ethanol consumption during liver regeneration. Furthermore, gene ontology analysis was used to identify mechanisms by which these miRNAs may regulate liver regeneration, with the findings consistent with previous reports on tissue repair and particularly HSC function.

Although this study focused on miR-21, there are many miRNAs of interest in the context of liver regeneration, particularly those whose expression is correlated or anticorrelated with miR-21. For instance, miR-146a, which we identified as being negatively correlated with miR-21, is known to play an important role in regulating hepatic stellate cell activation, whose functional role in liver regeneration has been widely studied (4, 21, 25). We have also identified several other miRNAs that display similar changes in expression patterns as those seen in miR-21, such as miR-340-5p, which represent possible targets for manipulation in future experiments.

In addition, gene set enrichment analysis shows that global miRNA expression is potentially reflective of changes occurring in nonparenchymal cells, particularly HSCs. A data set from a previously published paper was used for this analysis—examining miRNA changes in activated versus quiescent rat primary stellate cells (21). By comparing this set of miRNAs with our observed data, we see that there is an outsized influence of this nonparenchymal cell type compared with its relative abundance in total liver. Stellate cell-relevant miRNA expression patterns in ethanol-fed animals reflect activated states in these cell types at both baseline and during regeneration, whereas pair-fed animals only display such changes in response to liver injury. Persistent activation of hepatic stellate cells has been linked to development of liver fibrosis and impaired regeneration (30), suggesting that the heightened stellate cell activity induced by ethanol adaptation may be leading to improper liver response to injury. Although similar analyses of LSEC and KC data sets did not show enrichment of the corresponding miRNA signatures in the present data set based on whole tissue samples, their potential contributions to the liver regeneration and ethanol-mediated disruption of response to partial hepatectomy should not be discounted. Follow-on studies focused on the role of individual nonparenchymal cell types in mechanisms relevant to alcohol-associated liver disease could be pursued using transcriptomics and small RNA profiling, ideally at the single-cell resolution, as has been recently demonstrated in the liver tissue (31–33). In addition, in situ hybridization approaches can be informative in localizing the expression and changes in miRNA levels to specific liver cell types. We note that several miRNAs in the nonparenchymal cell associated signatures (particularly for HSCs and KCs) are not specific to those cell types, even as the pattern of change in miRNA expression may be particular to those cells. Hence, analysis of the results from in situ hybridization and single-cell profiling methods needs to account for tissue-wide expression and probe for differential regulation likely to occur in a cell-type specific manner.

Gene ontology analysis of putative miRNA targets reveals several critical functions, including regulation of cell death, differentiation, and development, may be shifted by differential miRNA expression (Table 1). In particular, changes in the TGF-β signaling pathway have been widely studied in the context of liver injury and repair, and seem to be directly regulated by several miRNAs, including miR-21 and miR-146a (26). Beyond the TGF-β pathway, these two miRNAs have been implicated in additional pathways and disease states including several types of cancer and control regulation of protein phosphatase activity, matrix remodeling, and cytokine signaling, among others. In addition to controlling the levels of targeted genes directly, there is evidence for miRNA-miRNA regulation through downstream effects. miR-21 and miR-146a displayed pronounced anticorrelative expression patterns in both whole tissue and cell isolates. In addition, miRs-16 and 199a showed differential expression in human stellate cells in response to either TGF-β or AM21, or both. These findings clearly show that although miR-21 is not a master regulator of stellate cell miRNA networks, it plays a critical role in regulating the activation response and ultimately contributes to overall liver injury response. Taken together, these results reveal the complexity underlying the regulation of liver regeneration and demonstrate the need for further study with network analysis, computational modeling, and experimental validation.

Our results suggest that the alteration of nonparenchymal cell activity, in particular hepatic stellate cell function, and corresponding loss of regenerative ability in alcohol-fed livers is due to a shift in miRNA expression levels, fundamentally changing key gene regulatory networks involved in the repair and regeneration response. Our analysis has shown dramatic shifts in miRNA expression levels between ethanol-adapted and pair-fed animals during liver regeneration, which can be further altered by inhibition of a single miRNA, miR-21. Gene set enrichment analysis using curated sets of miRNAs shows a distinct, specific signature of hepatic stellate cells miRNAs within whole tissue data. These changes have been borne out in the LX-2 primary human hepatic stellate cell line as well. The dynamics between miR-21 and miR-146a have been shown to play critical roles in the regulation of HSC-specific signaling networks, further supporting a potential mechanism of action for the impairment of liver regeneration (26). In summary, our results have identified novel targets for the study of alcohol-associated liver disease and the role therein of miRNA regulatory networks, which can be further explored using in vitro models of HSC activation as well as in vivo models of chronic ethanol consumption using manipulations of the key miRNAs identified in the present study.

## DATA AVAILABILITY

The microRNA profiling data that support this study are available at NCBI Gene Expression Omnibus: GEO accession ID GSE171438 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171438).

## GRANTS

This research was supported by National Institutes of Health National Institute on Alcohol Abuse and Alcoholism Grants R01 AA018873 (to R. Vadigepalli and J. B. Hoek), F31 AA024969 (to A. Parrish), and T32 AA007463 (to J. B. Hoek), and National Institute of Biomedical Imaging and Bioengineering Grant U01 EB023224 (to R. Vadigepalli and J. B. Hoek).

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

J.B.H. and R.V. conceived and designed research; A.P., A.S., and E.J. performed experiments; A.P., A.S., and R.V. analyzed data; A.P., A.S., J.B.H., and R.V. interpreted results of experiments; A.P. and A.S. prepared figures; A.P. and A.S. drafted manuscript; J.B.H. and R.V. edited and revised manuscript; J.B.H. and R.V. approved final version of manuscript.

## References

[1] Altamirano J, Qi Q, Choudhry S, Abdallah M, Singal AK, Humar A, Bataller R, Borhani AA, Duarte-Rojo A. Non-invasive diagnosis: non-alcoholic fatty liver disease and alcoholic liver disease. Transl Gastroenterol Hepatol 5: 31, 2020. doi:10.21037/tgh.2019.11.14. 32258535PMC7063491

[2] Farooq MO, Bataller R. Pathogenesis and management of alcoholic liver disease. Dig Dis 34: 347–355, 2016. doi:10.1159/000444545. 27170388PMC4910523

[3] Achanta S, Verma A, Srivastava A, Nilakantan H, Hoek JB, Vadigepalli R. Single-cell gene expression analysis identifies chronic alcohol-mediated shift in hepatocyte molecular states after partial hepatectomy. Gene Expr 19: 97–119, 2019. doi:10.3727/105221618X15361728786767. 30189915PMC6466177

[4] Kuttippurathu L, Juskeviciute E, Dippold RP, Hoek JB, Vadigepalli R. A novel comparative pattern analysis approach identifies chronic alcohol mediated dysregulation of transcriptomic dynamics during liver regeneration. BMC Genomics 17: 260, 2016. doi:10.1186/s12864-016-2492-x. 27012785PMC4807561

[5] Bala S, Csak T, Kodys K, Catalano D, Ambade A, Furi I, Lowe P, Cho Y, Iracheta-Vellve A, Szabo G. Alcohol-induced miR-155 and HDAC11 inhibit negative regulators of the TLR4 pathway and lead to increased LPS responsiveness of Kupffer cells in alcoholic liver disease. J Leukoc Biol 102: 487–498, 2017. doi:10.1189/jlb.3A0716-310R. 28584078PMC6608073

[6] Kerr TA, Korenblat KM, Davidson NO. MicroRNAs and liver disease. Transl Res 157: 241–252, 2011. doi:10.1016/j.trsl.2011.01.008. 21420035PMC3063952

[7] Wang XW, Heegaard NH, Orum H. MicroRNAs in liver disease. Gastroenterology 142: 1431–1443, 2012. doi:10.1053/j.gastro.2012.04.007. 22504185PMC6311104

[8] Francis H, McDaniel K, Han Y, Liu X, Kennedy L, Yang F, McCarra J, Zhou T, Glaser S, Venter J, Huang L, Levine P, Lai JM, Liu CG, Alpini G, Meng F. Regulation of the extrinsic apoptotic pathway by microRNA-21 in alcoholic liver injury. J Biol Chem 289: 27526–27539, 2014. doi:10.1074/jbc.M114.602383. 25118289PMC4183793

[9] Juskeviciute E, Dippold RP, Antony AN, Swarup A, Vadigepalli R, Hoek JB. Inhibition of miR-21 rescues liver regeneration after partial hepatectomy in ethanol-fed rats. Am J Physiol Gastrointest Liver Physiol 311: G794–G806, 2016. doi:10.1152/ajpgi.00292.2016. 27634014PMC5130549

[10] Karakatsanis A, Papaconstantinou I, Gazouli M, Lyberopoulou A, Polymeneas G, Voros D. Expression of microRNAs, miR-21, miR-31, miR-122, miR-145, miR-146a, miR-200c, miR-221, miR-222, and miR-223 in patients with hepatocellular carcinoma or intrahepatic cholangiocarcinoma and its prognostic significance. Mol Carcinog 52: 297–303, 2013. doi:10.1002/mc.21864. 22213236

[11] Marquez RT, Wendlandt E, Galle CS, Keck K, McCaffrey AP. MicroRNA-21 is upregulated during the proliferative phase of liver regeneration, targets Pellino-1, and inhibits NF-kappaB signaling. Am J Physiol Gastrointest Liver Physiol 298: G535–G541, 2010. doi:10.1152/ajpgi.00338.2009. 20167875PMC2853303

[12] Ng R, Song G, Roll GR, Frandsen NM, Willenbring H. A microRNA-21 surge facilitates rapid cyclin D1 translation and cell cycle progression in mouse liver regeneration. J Clin Invest 122: 1097–1108, 2012. doi:10.1172/JCI46039. 22326957PMC3287214

[13] Lieber CS, DeCarli LM. The feeding of alcohol in liquid diets: two decades of applications and 1982 update. Alcohol Clin Exp Res 6: 523–531, 1982. doi:10.1111/j.1530-0277.1982.tb05017.x. 6758624

[14] Robinson MD, McCarthy DJ, Smyth GK. edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26: 139–140, 2010. doi:10.1093/bioinformatics/btp616. 19910308PMC2796818

[15] Law CW, Chen Y, Shi W, Smyth GK. voom: precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol 15: R29, 2014. doi:10.1186/gb-2014-15-2-r29. 24485249PMC4053721

[16] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK. limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res 43: e47, 2015. doi:10.1093/nar/gkv007. 25605792PMC4402510

[17] Phipson B, Lee S, Majewski IJ, Alexander WS, Smyth GK. Robust hyperparameter estimation protects against hypervariable genes and improves power to detect differential expression. Ann Appl Stat 10: 946–963, 2016. doi:10.1214/16-AOAS920. 28367255PMC5373812

[18] Götze S, Schumacher EC, Kordes C, Häussinger D. Epigenetic changes during hepatic stellate cell activation. PLoS One 10: e0128745, 2015. doi:10.1371/journal.pone.0128745. 26065684PMC4466775

[19] Betel D, Wilson M, Gabow A, Marks DS, Sander C. The microRNA.org resource: targets and expression. Nucleic Acids Res 36: D149–153, 2008. doi:10.1093/nar/gkm995. 18158296PMC2238905

[20] Huang da W, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4: 44–57, 2009. doi:10.1038/nprot.2008.211. 19131956

[21] Maubach G, Lim MC, Chen J, Yang H, Zhuo L. miRNA studies in in vitro and in vivo activated hepatic stellate cells. World J Gastroenterol 17: 2748–2773, 2011. doi:10.3748/wjg.v17.i22. 21734783PMC3122263

[22] Oda S, Takeuchi M, Akai S, Shirai Y, Tsuneyama K, Yokoi T. miRNA in rat liver sinusoidal endothelial cells and hepatocytes and application to circulating biomarkers that discern pathogenesis of liver injuries. Am J Pathol 188: 916–928, 2018. doi:10.1016/j.ajpath.2017.12.007. 29353062

[23] Elchaninov A, Nikitina M, Vishnyakova P, Lokhonina A, Makarov A, Sukhikh G, Fatkhudinov T. Macro- and microtranscriptomic evidence of the monocyte recruitment to regenerating liver after partial hepatectomy in mouse model. Biomed Pharmacother 138: 111516, 2021. doi:10.1016/j.biopha.2021.111516. 33765583

[24] Dippold RP, Vadigepalli R, Gonye GE, Hoek JB. Chronic ethanol feeding enhances miR-21 induction during liver regeneration while inhibiting proliferation in rats. Am J Physiol Gastrointest Liver Physiol 303: G733–G743, 2012. doi:10.1152/ajpgi.00019.2012. 22790595PMC3468539

[25] He Y, Huang C, Sun X, Long XR, Lv XW, Li J. MicroRNA-146a modulates TGF-β1-induced hepatic stellate cell proliferation by targeting SMAD4. Cell Signal 24: 1923–1930, 2012. doi:10.1016/j.cellsig.2012.06.003. 22735812

[26] Kuttippurathu L, Parrish A, Vadigepalli R. Integrated computational model of intracellular signaling and microrna regulation predicts the network balances and timing constraints critical to the hepatic stellate cell activation process. Processes 2: 773–794, 2014. doi:10.3390/pr2040773.

[27] Zhang Z, Zhang Y, Sun XX, Ma X, Chen ZN. microRNA-146a inhibits cancer metastasis by downregulating VEGF through dual pathways in hepatocellular carcinoma. Mol Cancer 14: 5, 2015. doi:10.1186/1476-4598-14-5. 25608619PMC4326400

[28] Xu L, Hui AY, Albanis E, Arthur MJ, O'Byrne SM, Blaner WS, Mukherjee P, Friedman SL, Eng FJ. Human hepatic stellate cell lines, LX-1 and LX-2: new tools for analysis of hepatic fibrosis. Gut 54: 142–151, 2005. doi:10.1136/gut.2004.042127. 15591520PMC1774377

[29] Dippold RP, Vadigepalli R, Gonye GE, Patra B, Hoek JB. Chronic ethanol feeding alters miRNA expression dynamics during liver regeneration. Alcohol Clin Exp Res 37, Suppl 1: E59–E69, 2013. doi:10.1111/j.1530-0277.2012.01852.x. 22823254PMC3482264

[30] Reeves HL, Friedman SL. Activation of hepatic stellate cells—a key issue in liver fibrosis. Front Biosci 7: d808–d826, 2002. doi:10.2741/reeves. 11897564

[31] MacParland SA, Liu JC, Ma XZ, Innes BT, Bartczak AM, Gage BK, et al. Single cell RNA sequencing of human liver reveals distinct intrahepatic macrophage populations. Nat Commun 9: 4383, 2018. doi:10.1038/s41467-018-06318-7. 30348985PMC6197289

[32] Sabater L, Locatelli L, Oakley F, Hardy T, French J, Robinson SM, Sen G, Mann DA, Mann J. RNA sequencing reveals changes in the microRNAome of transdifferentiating hepatic stellate cells that are conserved between human and rat. Sci Rep 10: 21708, 2020. doi:10.1038/s41598-020-78776-3. 33303921PMC7728773

[33] Walesky CM, Kolb KE, Winston CL, Henderson J, Kruft B, Fleming I, Ko S, Monga SP, Mueller F, Apte U, Shalek AK, Goessling W. Functional compensation precedes recovery of tissue mass following acute liver injury. Nat Commun 11: 5785, 2020. doi:10.1038/s41467-020-19558-3. 33214549PMC7677389

How the deposited data were processed for this re-analysis (not part of the article)

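Liver miRNAs of 48 rats in 16 groups of 3 were measured with the NanoString nCounter assay. Rats were fed ethanol at 36% of calories (EtOH) or a carbohydrate control diet (CHO) and underwent 70% PHx. Untreated animals were collected at 0, 6, 24, and 72 h, and animals given saline or AM21 (7.5 mg/kg) at 0 and 24 h. The authors deposited 1 table of log2 CPM for 143 miRNAs, scaled by TMM and transformed by voom. No raw counts, control probes or housekeeping probes came with it, and the paper's text does not name the filter by which these miRNAs were kept. Counts were recovered from the values and the pseudocount of 0.5 used by voom. Every recovered count lay within 0.001 of a whole number, at most 5.5e-05 away, and log2 CPM rebuilt from them differed from the deposited values by at most 9.9e-09. Total counts per animal were 58168 to 267582 with a median of 160078, and miR-122 took 42.1% to 68.8% of them. The lowest mean count of a miRNA was 30.31.

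edgeR had been planned for deposited counts and was not run. The plan named limma for values on a log2 scale, and this applied. The deposited log2 CPM were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with one mean per group, for all 143 miRNAs without a further filter. P-values were adjusted by the Benjamini-Hochberg method within each comparison and called under 0.05. Comparisons over time and between diets used the 24 untreated animals in 8 groups, and comparisons of AM21, saline and untreated animals used the 36 animals at 0 and 24 h in 12 groups. Named miRNAs were those the paper names in its text or Figs. 1 to 4 and, for each comparison with calls, the 3 with the smallest adjusted p whose groups did not overlap. miR-199a-3p and miR-361 fall outside this rule and were chosen after their values were seen.

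COMPACT patterns were coded from differences between group means, with a threshold of 1.5 on the log2 scale, and compared with 1000 simulations of unchanged groups. Correlations with miR-21 used Pearson's r and Spearman's rho within AM21-treated and within control animals, with two-sided p-values from 1e+05 permutations. Gene set enrichment was recomputed with weight 1 and 10000 random miRNA sets per test, because the Broad scripts were not at hand, and compared with camera and fry of limma. Red blood cell (miR-451 and miR-144) and leukocyte (miR-223, miR-150 and miR-142-3p) miRNAs were listed as markers of blood, and miR-16, which red blood cells also hold, was tested with them. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

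The labels number the animals in sets 1 to 3 at 0 and 24 h and in set 4 at 6 and 72 h, without saying what a set is. Whether animals with the same number deviate together was checked on the values left after removing group means. The correlation was above 0.1 in all 3 pairs for CHO-fed animals at 24 h and 0 h (0.12, 0.30 and 0.28) and for EtOH-fed and CHO-fed animals at 0 h (0.52, 0.79 and 0.65), and not in the 6 other comparisons checked. The number had a called effect on 0 of 143 miRNAs by limma (26 at an unadjusted p under 0.05). It was therefore used as a block only among the alternatives.

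The steps were tested on simulated data. With 30 of 143 miRNAs changed by 1 on the log2 scale between 3 and 3 animals, 91.2% were called with 1.4 false calls per simulation, and with a change of 0.5 on that scale, 13% were called. For AM21 against controls, 99.7% of changes by 1 were called. A set of 14 miRNAs moved by 1 SD was detected in 88% of 100 simulations and an unmoved set in 1%. Pairs built with r = 0.7 in 24 animals had a p under 0.05 in 94% of 50 simulations and unrelated pairs in 2%.

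Alternatives were RLE size factors, scaling to the geometric mean of the 100 highest probes, at least 50 counts in at least 3 animals (138 miRNAs), voom weights, the replicate number as a block, fits on only the groups compared, other control animals, other COMPACT thresholds and baselines, other correlation measures, other GSEA rankings, weights and tests, log10 total count as a covariate, and leaving out each animal in turn. Where an omission left 2 animals in a group, the shared spread was assumed to hold for that group. The LX-2 cell experiments, target prediction and DAVID analysis have no deposited values and were left out.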

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

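The tests with total count as a covariate, with untreated animals alone as the control, of AM21 by time against untreated animals, and on blood miRNAs, as well as the use of miR-199a-5p without saline replicate 3, were chosen after the result was seen.

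In miR-21 of EtOH-fed animals, the AM21 minus saline difference at 24 h minus that at 0 h was -3.76 (standard error 0.80, limma adjusted p = 0.00737), and it stayed between -4.996 and -2.773 and called with each of the 12 animals left out in turn. It is not a measured difference in the effect of AM21. With AM21, miR-21 had 15 to 32 counts, among the 12 lowest of the 143 probes, and could hardly fall further, with means of 7.24 at 0 h and 7.08 at 24 h in EtOH-fed animals, while with saline the mean rose from 11.62 to 15.22. In CHO-fed animals the same quantity was -1.74 (standard error 0.80, adjusted p = 0.99). Against untreated animals it was -0.87 in EtOH-fed animals (standard error 0.80, adjusted p = 0.973), so a low level of miR-21 in the saline-treated EtOH-fed animals at 0 h is a candidate explanation. Whether the inhibition changes with the time after PHx cannot be measured at these counts and stays open. The paper's methods also give another AM21 injection right after PHx, so the time cannot be separated from the number of injections.

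Those saline-treated EtOH-fed animals at 0 h had miR-21 at 11.12 (448 counts), 9.65 (120 counts) and 14.10 (3469 counts) for replicates 1, 2 and 3, whereas the other 21 controls lay between 12.97 and 15.76. They also carry much of the difference between saline-treated and untreated animals, a comparison the paper does not report, in which miR-21 was lower with saline by -1.10 (standard error 0.28, limma adjusted p = 0.0407). That call was lost under 20 of 31 alternatives, whose values ran from -1.41 to -0.86 and adjusted p from 1.11e-06 to 0.146. Leaving out saline-treated EtOH-fed replicate 2 at 0 h gave -0.86 (adjusted p = 0.104). The omission of any other single animal also lost the call, at an adjusted p of up to 0.123, except that of CHO-fed or EtOH-fed untreated replicate 2 at 0 h, EtOH-fed saline replicate 3 at 0 h, CHO-fed saline replicate 1 at 24 h or EtOH-fed untreated replicate 3 at 24 h. RNA or tissue of AM21-treated animals in the low samples would bring miR-199a-5p down with miR-21. Against this, miR-199a-5p was lower in AM21-treated than in these saline-treated animals by -0.97 with replicate 3 left out (standard error 0.20, limma adjusted p = 0.00254). miR-340-5p was lower by -1.20 in the same comparison, but it was not called (standard error 0.44, limma adjusted p = 0.288). The argument therefore rests on miR-199a-5p. A wrong label of another kind and an effect of the saline injections were not tested.

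With AM21, 4 further miRNAs were lower for which the paper reports no response in these rats, although it reports a fall of miR-199a with AM21 in LX-2 cells: miR-199a-5p by -0.51, miR-199a-3p by -0.31, miR-497 by -0.31 and miR-361 by -0.28, with limma adjusted p of 1.26e-05, 0.0186, 0.0302 and 0.0302. They were lower in 4, 4, 4 and 3 of the 4 diet and time groups. With log10 total count as a covariate, the first 3 kept their size and call, at -0.51, -0.33 and -0.32 (adjusted p of 3.33e-05, 0.0156 and 0.0368), which argues against the difference in total count as the whole cause. For miR-361 the value was -0.23 (adjusted p = 0.0954), which decides nothing, since the size changed little and the call was lost. Under scaling to the 100 highest probes, which moved the median of all miRNAs by 0.07, miR-199a-5p was still called (-0.43) and the other 3 were not (-0.23, -0.24 and -0.21), so normalization stays open for them. The control group was itself uneven, since miR-199a-5p was higher in saline-treated than in untreated animals by 0.34 (limma adjusted p = 0.0407). That call was lost under 24 of 31 alternatives (adjusted p from 0.0273 to 0.124), among them every single omission except that of EtOH-fed saline replicate 3 at 0 h, CHO-fed saline replicate 1 at 24 h or EtOH-fed untreated replicate 3 at 24 h. With untreated animals alone as the control, miR-199a-5p was lower by -0.335 (adjusted p = 0.0249) and miR-361 by -0.325 (0.0395), while miR-199a-3p (-0.154, 0.403) and miR-497 (-0.272, 0.158) were not called, and with saline-treated animals alone the values were -0.677, -0.237, -0.46 and -0.35 in that order. In EtOH-fed animals at 24 h, miR-199a-5p differed from untreated animals by 0.007. The size of these differences thus depends on the controls used, and an effect of the saline injections on them stays open. Over 44 alternatives, miR-199a-5p lost its call under 0 (adjusted p from 1.12e-06 to 0.0249), miR-199a-3p under 4 (0.00125 to 0.403), miR-497 under 8 (0.0116 to 0.158) and miR-361 under 14 (0.014 to 0.247). miR-199a-3p lost it without AM21-treated EtOH-fed replicate 1 at 24 h (adjusted p = 0.0649) or AM21-treated CHO-fed replicate 2 at 0 h (0.0589). miR-497 lost it without either of these (0.0837 and 0.0839), AM21-treated CHO-fed replicate 1 at 24 h (0.102), AM21-treated EtOH-fed replicate 3 at 0 h (0.113) or saline-treated EtOH-fed replicate 2 at 0 h (0.0517). miR-361 lost it without any of 11 animals, at an adjusted p of 0.0503 to 0.103, which were untreated CHO-fed replicate 1 at 24 h, untreated EtOH-fed replicate 2 at 24 h, saline-treated EtOH-fed replicate 2 at 0 h, AM21-treated CHO-fed replicates 2 and 3 at 0 h, AM21-treated CHO-fed replicates 1 and 3 at 24 h, AM21-treated EtOH-fed replicates 1 and 3 at 0 h, and AM21-treated EtOH-fed replicates 1 and 2 at 24 h. A response to the loss of miR-21 and a direct effect of the oligonucleotide on probes or other miRNAs both stay open and untested.

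miR-451 was higher in EtOH-fed than in CHO-fed animals at 24 h by 1.31 (standard error 0.30, limma adjusted p = 0.0188) and lower in CHO-fed animals at 72 h than at 0 h by -1.73 (standard error 0.30, adjusted p = 0.000627), with 3 of 3 animals on one side each time, a miRNA that the paper does not discuss. In EtOH-fed animals it was lower at 72 h than at 0 h as well, by -0.90 (standard error 0.30, limma adjusted p = 0.0453). The call at 24 h was lost without CHO-fed replicate 1 (1.11, adjusted p = 0.0853) or EtOH-fed replicate 1 (1.08, adjusted p = 0.115) and in a fit on only those 2 groups, within 0.0115 to 0.115 over its 13 alternatives, and the call at 72 h in CHO-fed animals was kept under 12 of 12. Within groups, miR-451 varied with miR-144 (r = 0.828 over 48 animals, permutation p = 1e-05, the smallest that these permutations can give, rho = 0.799, r = 0.796 without the 2 animals farthest from the median). miR-144 itself changed by -1.47 in CHO-fed animals at 72 h (adjusted p = 0.0124) and differed by 1.18 at 24 h (adjusted p = 0.0835). Red blood cell content of the tissue piece may therefore contribute, but it cannot be told apart from a change in the liver, since both miRNAs are red blood cell miRNAs. miR-16, which red blood cells also hold, did not vary with miR-451 (r = 0.087, adjusted p = 0.559) and rose by 1.36 in CHO-fed animals at 72 h. The share of miR-16 that came from blood was not measured and may be small, so this excludes nothing. Of the leukocyte miRNAs, miR-142-3p varied with miR-451 (r = 0.448, adjusted p = 0.00415), while miR-223 (r = 0.148, adjusted p = 0.391) and miR-150 (r = -0.225, adjusted p = 0.205) did not, so whole blood content stays open as well. A diet effect on miR-451 was not shown to differ between times (interaction adjusted p = 0.235).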

How the results depend on the processing

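The alternatives with log10 total count as a covariate, with a signal-to-noise ranking with an SD floor, with untreated animals alone as the control for AM21, and with a linear COMPACT threshold combined with another baseline were chosen after seeing the data. All other alternatives were set before the data were examined. Scaling by housekeeping probes and a filter on negative control probes were not run because the deposited table holds neither, edgeR's quasi-likelihood test and DESeq2 were not run because log2 values were deposited, and no filter is the filter used throughout, since the authors had already filtered. Unless stated otherwise, the cause was not tested. Fits on only the groups compared and omissions of animals use fewer animals by construction.

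For single named miRNAs, 278 values under other settings kept their direction and their side of the threshold, 39 lost their call, 13 gained one and 2 reversed. With single animals left out, 505 kept both, 93 lost their call, 6 gained one and 2 reversed. The reversals were miR-21 between the diets at 24 h, at -0.085 with total count as a covariate, and -0.053 to 0.25 over single omissions (-0.053 without EtOH-fed replicate 1 and -0.004 without CHO-fed replicate 2), and miR-199a-5p in EtOH-fed animals at 24 h, AM21 against controls, at 0.007 with untreated in place of saline-treated animals.

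Fits on only the groups compared gave 29 miRNAs in the F test over time in CHO-fed animals (47 with all groups), 1 at 6 h (3), 0 at 24 h (2) and 5 at 72 h (26) in CHO-fed animals, 1 at 6 h (16) and 0 at 24 h (2) in EtOH-fed animals, 0 between the diets at 0 h (3) and 0 at 24 h (3), 0 for saline against untreated (2), and for AM21 against saline 1 in CHO-fed animals at 0 h (2), 2 in CHO-fed animals at 24 h (1) and 1 in EtOH-fed animals at 0 h (3). By limma on all groups, the unadjusted counts under 0.05 for those given as 0 were 37, 26, 26, 16 and 9.

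With untreated and saline-treated animals together, the counts at 24 h were 37 in CHO-fed and 19 in EtOH-fed animals. Voom weights gave 6 in CHO-fed animals at 24 h, 1 between the diets at 6 h and 5 at 24 h, 1 for saline against untreated and 5 for AM21 against saline in CHO-fed animals at 0 h. The replicate block gave 6 in CHO-fed and 5 in EtOH-fed animals at 24 h, 1 between the diets at 0 h and 6 for AM21 against saline in CHO-fed animals at 0 h. Scaling to the 100 highest probes gave 8 in CHO-fed animals at 24 h, 1 between the diets at 0 h and 1 for AM21 against saline in EtOH-fed animals at 24 h, and RLE size factors gave 1 in EtOH-fed animals at 24 h and 1 for AM21 against saline there. Total count as a covariate gave 20 at 6 h and 10 at 24 h in CHO-fed animals, 6 in EtOH-fed animals at 24 h, 1 for saline against untreated, and 5 for AM21 against saline in CHO-fed and 5 in EtOH-fed animals at 0 h. With untreated in place of saline-treated animals, AM21 changed 3 miRNAs in CHO-fed and 1 in EtOH-fed animals at 24 h.

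Scaling moved the median of all miRNAs by more than 0.1 in 2 comparisons, both under the 100 highest probes: by 0.13 in EtOH-fed animals at 6 h and by 0.107 for AM21 against saline in CHO-fed animals at 24 h. In EtOH-fed animals at 6 h, 25% of called miRNAs were higher (16 called), against 38.5% (13 called, 12 shared) under that scaling. At 72 h in EtOH-fed animals, 57.7% were higher, against 44% (25 called, 22 shared) under RLE size factors. For AM21 against controls, 25% were higher, against 57.1% (7 called, 5 shared) under the 100 highest probes.

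With single animals left out, counts ran from 24 to 63 for the F test in CHO-fed animals (28 without replicate 4_1, 24 without 4_7 or 4_9), from 0 to 46 at 6 h (46 without replicate 2 at 0 h), from 0 to 15 at 24 h (15 without replicate 3 at 0 h, 0 without replicate 1 at 24 h) and from 11 to 34 at 72 h (13 without replicate 1 at 0 h, 11 without 4_7 or 4_9) in CHO-fed animals. In EtOH-fed animals they ran from 0 to 42 at 6 h (42 without replicate 2 at 0 h, 7 and 6 without 4_4 and 4_5, 0 without 4_6 or replicate 1 or 3 at 0 h), from 0 to 1 at 24 h, where every omission lowered the count, and from 17 to 21 at 72 h (17 without 4_10). Between the diets they ran from 0 to 4 at 0 h (0 without EtOH-fed replicate 1), 0 to 1 at 6 h (1 without CHO-fed 4_3), 0 to 5 at 24 h (5 without CHO-fed replicate 3, 1 without CHO-fed replicate 1 or 2 or EtOH-fed replicate 3, 0 without EtOH-fed replicate 1), 0 to 2 at 72 h (2 without EtOH-fed 4_10), 0 to 1 for the interaction (1 without EtOH-fed 4_10) and 0 to 1 for its 24 h part (1 without EtOH-fed replicate 2 at 0 h). For AM21 against controls they ran from 5 to 10 (5 without EtOH-fed AM21 replicate 1 at 24 h or CHO-fed AM21 replicate 2 at 0 h), for saline against untreated from 0 to 2, and for AM21 against saline from 1 to 13 in CHO-fed animals at 0 h (13 without saline replicate 3), 1 to 2 at 24 h (2 without AM21 replicate 2) and 1 to 4 in EtOH-fed animals at 24 h (4 without AM21 replicate 3).

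COMPACT miRNAs with any change numbered 77 at a linear fold change of 1.5, 17 at a log2 fold change of 1, 49 at the linear threshold with an adjusted p under 0.05, 1 against the mean of untreated animals, and, with settings chosen after seeing the data, 86 at the linear threshold against CHO-fed animals at 0 h and 36 at the linear threshold against the mean of untreated animals. As higher or lower at 24 and 72 h in EtOH-fed animals, only miRNAs unchanged at 6 h were counted. In the order of higher and lower, the counts were 6 and 1 at the linear threshold and 1 and 0 with an adjusted p. Against CHO-fed animals at 0 h they were 9 and 10. The pattern of Fig. 2C had 1 miRNA at the linear threshold and 1 against CHO-fed animals at 0 h, and that of Fig. 2D had 2 against CHO-fed animals at 0 h. The number with any change ran from 2 to 4 with single animals left out (4 without EtOH-fed replicate 2 at 0 h). The thresholds themselves account for the higher counts at lower thresholds.

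For correlations with miR-21 in AM21-treated animals, miR-340-5p had rho = 0.14 and r = 0.006 after removing group means, and miR-1224 had r = 0.104 without the 2 farthest animals. In controls, miR-340-5p had rho = 0.452 and r = 0.471 after removing group means, and miR-365 had r = 0.249 without the 2 farthest animals and -0.462 after removing group means. let-7a had rho = -0.015, r = 0.52 without the 2 farthest animals, -0.027 after removing group means and -0.039 under the 100 highest probes. miR-1224 had r = 0.456 without the 2 farthest animals and -0.143 after removing group means. miR-146a had rho = -0.537, and r = -0.542 without the 2 farthest animals, -0.163 after removing group means (permutation p = 0.45), -0.4 under RLE size factors and -0.435 under the 100 highest probes. None passed adjustment over its family of 10.

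For GSEA, the permutation p of the downregulated HSC set in CHO-fed animals was 0.833 by log2 fold change (score 0.24), 0.0156 with total count as a covariate and 0.991 by fry in the other direction, and ran from 0.174 to 0.671 with single animals left out, the score turning positive without replicate 2 at 24 h or replicate 3 at 0 h. For LSEC in CHO-fed animals it was 0.12 by log2 fold change, 0.288 with an SD floor, 0.0812 with the replicate block, 0.125 with saline-treated animals added, 0.0666 and 0.0902 by camera, and 0.0122 to 0.321 with single animals left out (0.0932 and 0.143 without replicates 2 and 3 at 0 h, 0.321 without replicate 2 at 24 h). The upregulated HSC set in EtOH-fed animals had a positive score by log2 fold change (0.624), with an SD floor (0.683), with the block (0.796), with saline-treated animals added (0.75), and without replicate 2 at 0 h or replicate 3 at 24 h, within 0.158 to 0.973. The downregulated HSC set there had 0.0392 with saline-treated animals added and 0.0431 with total count as a covariate, and 0.0142 to 0.415 with single animals left out (0.0142 without replicate 1 at 24 h, 0.0158 without replicate 2 at 0 h). LSEC in EtOH-fed animals had a positive score by signal-to-noise (0.777), and 0.00789 with saline-treated animals added and 0.0499 with total count as a covariate. KC in EtOH-fed animals had a positive score under the 100 highest probes (0.949), with voom weights (0.948), with the block (0.852), and without replicate 2 at 24 h or replicate 3 at 0 h, within 0.522 to 0.982, and KC in CHO-fed animals had 0.31 to 0.989, with a negative score without replicate 1 at 24 h. Between the diets at 0 h, the upregulated HSC set had a negative score by signal-to-noise (0.662), and the downregulated set had 0.0365 by log2 fold change, 0.0245 with the block, 0.456 with a negative score with total count as a covariate, and 0.0114 to 0.898 with single animals left out (0.0362 without CHO-fed replicate 1 or EtOH-fed replicate 2, 0.0114 without CHO-fed replicate 3, 0.898 with a negative score without CHO-fed replicate 2).

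Depth limits the miRNAs with few counts, since 41 of 143 had a median under 50. In simulations of 3 against 3 animals, a change of 1 on the log2 scale was called for 91.2% of miRNAs and a change of 0.5 for 13%, so smaller changes between single groups are mostly out of reach.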

Differences from the paper's values

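For miRNAs upregulated at 24 and 72 h in EtOH-fed animals the paper's value is 25, against 0 here. For downregulated ones the paper's value is 6, against 0 here. The counts here took only miRNAs unchanged at 6 h in EtOH-fed animals, a condition that the paper's text does not state. The paper's value for the pattern of Fig. 2B is 10, against 0 here, and for that of Fig. 2C it is 14, against 0 here. For the pattern of Fig. 2D it is about 5 in Fig. 2D, read by eye, against 0 here. None of the alternatives set before the data were examined comes within 1.5 times of these values, and neither do the 2 chosen after seeing the values, the linear threshold against CHO-fed animals at 0 h or against the mean of untreated animals.

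The paper's p for LSEC miRNAs is 0.68 in CHO-fed animals, against 0.0479 here, and no alternative set before the data were examined comes within 1.5 times of it. In EtOH-fed animals it is 0.28, against 0.0945 here. Of those alternatives, leaving out EtOH-fed replicate 2 at 0 h (0.191) comes within 1.5 times of it and the others do not. A signal-to-noise ranking with an SD floor (0.227) does as well, and it was chosen after seeing the values and changes no set. The paper's p for KC miRNAs in CHO-fed animals is 0.13, against 0.743 here, and no alternative comes within 1.5 times of it. The lists compared are unlike, since the deposited table holds 25 of the 30 LSEC and 5 of the 7 KC miRNAs that the paper counts as overlapping.

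The paper's number of miRNAs assayed is 420, against 143 in the deposited table, and no alternative changes the number deposited.

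The paper states that miRNAs upregulated in activated HSCs were enriched at 24 h in both diets. Of the HSC miRNAs that the paper marks as overlapping, the deposited table holds 14 of 16 upregulated and 21 of 23 downregulated ones, so these lists are unlike as well. Here the permutation p was 0.487 in CHO-fed and 0.59 in EtOH-fed animals, where the score was -0.312, and no setting called either. The paper states that the downregulated HSC set was enriched in EtOH-fed animals. Here the permutation p was 0.174. It was 0.0392 with saline-treated animals added, 0.0431 with total count as a covariate, which was chosen after seeing the values, 0.0142 without replicate 1 at 24 h and 0.0158 without replicate 2 at 0 h. The same covariate gave -0.524 (permutation p = 0.0156) in CHO-fed animals, where the paper reports no such enrichment. The legend of Fig. 4 places an enrichment of that set in EtOH-fed animals before surgery. Read as the 0 h side of 24 h against 0 h, this is the comparison that had the score of -0.39 here. The comparison of the diets at 0 h is another one, and its score here was 0.46 (permutation p = 0.0918). It was 0.516 (0.0245) with the replicate number as a block, where same-numbered animals of this comparison deviated together, and the p was 0.0365 by log2 fold change. The p was 0.0362 without CHO-fed replicate 1 or EtOH-fed replicate 2 and 0.0114 without CHO-fed replicate 3, while the score was negative without CHO-fed replicate 2 (0.898) and with total count as a covariate (0.456), which was chosen after seeing the values. Camera gave a p of 0.0948 with its preset correlation and 0.392 with the estimated one, and fry gave 0.312.

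The paper states that miR-340-5p was positively correlated with miR-21 in treated rats and that 4 others were negatively correlated, miR-146a, let-7a, miR-365 and miR-1224. Its abstract describes these relations over all sample groups after PHx. The correlations here were taken within AM21-treated and within control animals, so they do not repeat the paper's measure. Within AM21-treated animals none of the 5 had an unadjusted p under 0.05 under any setting, but with 15 to 32 counts of miR-21 per animal such a test can hardly show a relation. In controls, unadjusted p-values under 0.05 in the paper's direction came for miR-340-5p by rho (0.0278) and after removing group means (0.0256), for miR-365 after removing group means (0.0214), and for miR-146a by rho (0.00771), without the 2 farthest animals (0.00921), under RLE size factors (0.0492) and under the 100 highest probes (0.0313). After removing group means, miR-146a had a permutation p of 0.45. In the direction opposite to the paper's, without the 2 farthest animals, let-7a had r = 0.52 (permutation p = 0.0127) and miR-1224 r = 0.456 (permutation p = 0.0313). None of these passed adjustment. By rank over all 36 animals, miR-340-5p was the most positive and miR-146a the most negative, while let-7f and miR-29a ranked before let-7a, and miR-365 was at rank 15. With AM21 against controls, let-7a was higher by 0.245 (limma adjusted p = 0.0822) and miR-365 by 0.15 (0.324). let-7a was called under RLE size factors (0.0413), the 100 highest probes (0.011) and, chosen after seeing the values, total count as a covariate, and with 2 single omissions (0.0289 without CHO-fed AM21 replicate 1 at 0 h, 0.00496 without CHO-fed saline replicate 3 at 0 h).

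The paper states that miR-21 was upregulated in EtOH-fed animals. Here the change was 0.71 at 24 h (limma adjusted p = 0.167) and 0.74 at 72 h (adjusted p = 0.0856), and it was called at 24 h with saline-treated animals added (2.15, adjusted p = 0.0107), a setting that brings in the saline-treated EtOH-fed animals at 0 h with miR-21 at 9.65 and 11.12, below the 12.97 to 15.76 of the other controls. In CHO-fed animals it was called at 72 h (0.98, adjusted p = 0.0231). That call was lost under 5 of 12 alternatives, with adjusted p from 0.0144 to 0.568, among them leaving out replicate 2 at 0 h (0.136), 4_7 (0.0502) or 4_9 (0.091). The legend of Fig. 1 states diet-dependent changes, whereas limma called 0 of 143 miRNAs for the diet by time interaction (8 at an unadjusted p under 0.05, and 0 with voom weights) and 3, 0, 3 and 0 between the diets at 0, 6, 24, and 72 h. In Fig. 3B, 2 controls with low miR-21 carry the colour of CHO-fed animals, while the deposited labels give EtOH-fed, saline-treated animals at 0 h for the controls at 9.65 and 11.12.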

Other observations

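The tests in this part, apart from those on other splits of the animals, were chosen after the result was seen.

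Other splits of the same animals into groups of the same sizes were fitted for each result. The real split gave the most calls of 100 splits for the F tests in CHO-fed and in EtOH-fed animals and for AM21 against controls (1 of 100 each), so chance is excluded for these 3. For saline against untreated, 2 of 100 splits were as large, but limma called 0 miRNAs in the fit on only those groups (9 at an unadjusted p under 0.05 with all groups, and 1 called with voom weights) and 0 in 19 of the 24 single omissions, so its 2 calls stay uncertain. With 3 against 3 animals there are 10 splits and the share is never under 0.1, so counting splits could not exclude chance there whatever the values, and this decides nothing about single miRNAs such as miR-21, which with AM21 against saline at 24 h differed by -7.81 in CHO-fed and -8.14 in EtOH-fed animals (limma adjusted p of 1.75e-12 and 5.98e-13), although its counts with AM21 were not shown to lie above background. Counting the real one, a count as large came from 3 splits in CHO-fed animals at 6 h, 1 at 24 h and 1 at 72 h, from 1 at each of 6, 24, and 72 h in EtOH-fed animals, from 4 between the diets at 0 h and 1 at 24 h, and from 2, 1, 1 and 1 for AM21 against saline in CHO-fed animals at 0 and 24 h and EtOH-fed animals at 0 and 24 h. For the enrichment scores they numbered 6, 5, 3 and 6 in CHO-fed and 9, 7, 3 and 9 in EtOH-fed animals for the HSC upregulated, HSC downregulated, LSEC and KC sets, and 3 and 4 for the HSC sets between the diets at 0 h. Where same-numbered animals deviated together, the 4 splits that part all 3 pairs were compared: for CHO-fed animals at 24 h and for the diets at 0 h, the real split gave 2 and 3 calls and the other splits at most 0.

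The untreated animals of replicate 2 at 0 h lay close to the 6 h animals. On the axis from the mean of the untreated animals at 24 and 72 h (0%) to the mean of those at 6 h (100%), computed without miR-21, the CHO-fed one was at 109% and the EtOH-fed one at 85.7%, the other untreated 0 h animals at 0.725% to 24.8%, and 6 h animals left out of the axis at 79% to 105%. Their total counts were 58168 and 92245. If set 2 were a batch with this effect, its animals in other groups would lie the same way, but in the 10 other groups they deviated by 1.92% on average (SD 12.5), which argues against it. Within groups, likeness to 6 h fell as the total count rose over 24 untreated and saline-treated animals (r = -0.778, permutation p = 1e-05, the smallest that these permutations can give, rho = -0.637, r = -0.6 without the 2 animals farthest from the median total), so low input or quality of RNA is a candidate explanation for part of it. Untreated CHO-fed replicate 2 at 24 h had 92286 counts and lay at 15.5%, and the 6 h animal with the highest total, 196972 counts, lay at 83.4%. With total count in the model, 42 of 143 miRNAs were related to it within groups. The 6 h changes are not the total count alone, since with it as a covariate limma called 20 miRNAs in CHO-fed animals, including the 3 called without it, and 22 in EtOH-fed animals, including the 16 called without it. A wrong time label of these animals was not tested, and no biological explanation was tested.

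All animals at 72 h and at 6 h were in set 4, so a difference between sets might produce changes at 72 h. It would move the same miRNAs the same way at 6 h. Of miRNAs called at 72 h, 61.5% had the same sign at 6 h (69.2% in CHO-fed and 53.8% in EtOH-fed animals). Simulations of unchanged groups that share the 0 h animals gave 84.2%. This argues against a set difference as the whole cause of the changes at both times. The simulations held no change at 6 h, whereas a change of its own at 6 h can turn a sign. A set difference as the whole cause at 72 h alone therefore stays open, as does a smaller one.

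The fall of miR-340-5p with AM21 could follow from the level of miR-21. Within the control groups, the slope of miR-340-5p on miR-21 was 0.21 (95% confidence interval -0.026 to 0.445), beside 0.201 across AM21-treated animals and controls. The interval holds both 0 and the slope across AM21, so such a relation cannot be told apart from an effect of the AM21 oligonucleotide on miR-340-5p or its probe, which was not tested. With AM21, neither the counts of miR-21 nor those of miR-340-5p (12 to 42 per animal) were shown to lie above background, so the slopes across AM21 are rough values and the nearness of 0.201 to 0.21 carries no weight. For miR-146a the slope within the control groups was 0.048 (95% confidence interval -0.079 to 0.174), beside -0.053 across AM21-treated animals and controls, and the interval holds 0 and both signs.

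GSEA at 6 and 72 h, which the paper does not report, gave 3 of 16 tests with an unadjusted p under 0.05 and none after adjustment: the upregulated HSC set in CHO-fed animals at 6 h (score 0.554, permutation p = 0.0242, adjusted p = 0.194) and the downregulated HSC set in EtOH-fed animals at 6 h (-0.467, permutation p = 0.0433, adjusted p = 0.231) and at 72 h (-0.533, permutation p = 0.0158, adjusted p = 0.194).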
